# CSGALNACT2 restricts ovarian cancer migration and invasion by modulating MAPK/ERK pathway through DUSP1

**DOI:** 10.1007/s13402-023-00903-9

**Published:** 2023-12-12

**Authors:** Mingjun Ma, Chao Wang, Meixuan Wu, Sijia Gu, Jiani Yang, Yue Zhang, Shanshan Cheng, Shilin Xu, Minghai Zhang, Yongsong Wu, Yaqian Zhao, Xiu Tian, Dominic Chih-Cheng Voon, Chiaki Takahashi, Jindan Sheng, Yu Wang

**Keywords:** Ovarian cancer, CSGALNACT2, Migration and invasion, DUSP1, MAPK/ERK pathway

## Abstract

**Purpose:**

Ovarian cancer is one of the leading causes of cancer-related death among women. CSGALNACT2 is a vital Golgi transferase and is related to a variety of human diseases. However, its expression pattern and function in ovarian cancer remain uncertain.

**Methods:**

The Cancer Genome Atlas and GEPIA databases were used to assess the expression of CSGALNACT2 in ovarian cancer patients. RNA-seq, qRT-PCR, and IHC were used to verify the expression of CSGALNACT2 in ovarian cancer tissues. Then, in vivo and in vitro experiments were conducted to evaluate the role of CSGALNACT2 in the progression of ovarian cancer. RNA-seq and GSEA were used to reveal the potential biological function and oncogenic pathways of CSGALNACT2.

**Results:**

We demonstrated that the mRNA expression and protein level of CSGALNACT2 were significantly downregulated in ovarian cancer and ovarian cancer metastatic tissues. CSGALNACT2 can significantly inhibit the migration, invasion, and clonogenic growth of ovarian cancer in vitro and is progressively lost during ovarian cancer progression in vivo. CSGALNACT2 suppresses ovarian cancer migration and invasion via DUSP1 modulation of the MAPK/ERK pathway through RNA-seq, KEGG analysis, and Western blotting. Moreover, CSGALNACT2 expression was correlated with immune cell infiltration and had prognostic value in different immune cell-enriched or decreased ovarian cancer. In addition, patients with CSGALNACT2 downregulation are less likely to benefit from immunotherapy.

**Conclusion:**

As an ovarian cancer suppressor gene, CSGALNACT2 inhibits the development of ovarian cancer, and it might be used as a prognostic biomarker in patients with ovarian cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13402-023-00903-9.

## Introduction

Epithelial ovarian cancer (EOC) is the most lethal gynecological cancer [1]. As the fifth leading cause of cancer-related deaths in females in the United States, there were an estimated 22,440 new cases of ovarian cancer and 14,080 deaths due to ovarian cancer in 2017 [2]. Most are diagnosed at an advanced stage and will develop recurrent and chemo-resistant disease [3]. Platinum chemotherapy after cytoreductive surgery is still the standard of care in the first-line treatment of ovarian cancer patients. Although most patients initially respond to treatment, the high frequency of drug resistance and recurrence has hindered the success of contemporary anticancer therapies in patients with ovarian cancer, making ovarian cancer the leading cause of death in patients with gynecological malignancies [1]. Various newer therapies, such as anti-angiogenic drugs, PARP inhibitors, and immune checkpoint inhibitors, have become available clinically and have improved survival in patients with ovarian cancer, albeit modestly [4]. Cancer immunotherapy has attracted extensive attention in recent years, and tumor microenvironment (TME) has been proven to play critical roles in anti-tumor immune response [5]. Among the slew of microenvironment factors, the heterogeneity of the immune tumor microenvironment affects the treatment effect of patients and is a potential obstacle to the development of personalized immunotherapy [6]. Therefore, it is urgent to explore novel immune-related predictive biomarkers to provide new hope for improving the prognosis of ovarian cancer patients. Therefore, it is particularly important to further explore the molecular mechanism of the development of ovarian cancer and to actively explore novel immune-related predictive biomarkers to provide new hope for improving the treatment and prognosis of ovarian cancer patients.

Chondroitin sulfate is one of the sulfated glycosaminoglycan (GAG) chains that are covalently attached to various core proteins as proteoglycans, as major components of the connective tissue matrix, and they are also found at the surface of many cell types [7]. In addition, chondroitin sulfate (CS) is one of the common glycosylation types [8], whereas aberrant glycosylation usually regulates the inflammatory response, enables host–pathogen interactions and immune escape, promotes cancer cell metastasis, or regulates apoptosis [9]. Chondroitin sulfate chains have been recognized as critical regulators of growth factor- and cytokine signaling [10–12], and there is ample evidence for a pro-tumorigenic role of chondroitin sulfate in the enhancement of cell proliferation, cell motility, and metastasis [13–15]. Moreover, Chondroitin sulfate N-acetylgalactosami-nyltransferase-2 (CSGALNACT2) is located on chromosome 10q11.22 [7]. It is a vital Golgi transferase that participates in the enzymatic elongation of the chondroitin sulfate chain and initiation of the chondroitin sulfate synthesis [16].

Furthermore, chondroitin sulfate mediates N-cadherin/β-catenin signaling is associated with basal-like breast cancer cell invasion [17], and also controls EGF signaling [18]. In addition, abnormal expression of CSGALNACT2 is associated with osteoarthritic of the knee [19], atherosclerosis [20], pediatric high-grade glioma [21], multiple myeloma [22] as well as colorectal cancer [23]. Meanwhile, the CSGALNACT2 expression was positively associated with the level of immune cells, and high expression of CSGALNACT2 was significantly associated with shorter overall survival (OS) rate in colon adenocarcinoma (COAD) and rectum adenocarcinoma (READ) [23]. However, the mechanism of action of CSGALNACT2 in the occurrence and development of ovarian cancer and its correlation with immune infiltration and treatment of ovarian cancer has not been reported yet.

In this study, we first discovered that CSGALNACT2 was significantly downregulated in ovarian cancer. Subsequently, the role of CSGALNACT2 in the development of ovarian cancer was explored, and its effects and regulatory mechanisms were studied through in vivo and in vitro experiments. As an ovarian cancer suppressor gene, CSGALNACT2 inhibit ovarian cancer migration, and invasion by inhibiting the MAPK/ERK pathway. At the same time, low expression of CSGALNACT2 is associated with the desert immune phenotype of ovarian cancer patients, making it more difficult to benefit from immunotherapy. This research provides a potential target for the pathogenesis and treatment of ovarian cancer.

## Materials and methods

### Patients and specimens

Two groups of ovarian cancer tissues were collected from January 2017. The first group included 28 normal ovarian or fallopian tube tissues, 36 ovarian cancer tissues, and 24 Ovarian cancer metastatic tissues. The second group included 39 ovarian cancer tissues and 16 normal ovarian samples, of which 10 normal ovarian samples and 39 ovarian cancer tissues were used for RNA sequencing, 16 normal ovarian samples, and 16 ovarian cancer tissues were used for qRT-PCR. All patients with ovarian cancer were treated at the Shanghai First Maternity and Infant Hospital. All enrolled patients signed informed consent before surgery, had no history of other malignancies, and had not received chemoradiotherapy. After surgical resection, samples of ovarian cancer tissues or normal tissues were immediately frozen in liquid nitrogen and then transferred to a -80 °C refrigerator for stable storage until use. This study was approved by the Ethics Committee of the Shanghai First Maternity and Infant Hospital. All the included patients signed informed consent forms. The histopathological and clinical data came from pathology reports and medical records.

### Immunohistochemical analysis

Tissue sections were put in 10 mM sodium-citrate buffer and kept at 120℃ for 2.5 min in a pressure cooker to retrieve antigens after dewaxing and rinsing. Then, the tissue sections were blocked in 3% hydrogen peroxide for 15 min in case of intervention of endogenous peroxidase activity. Thereafter, it was incubated with the anti-CSGALNACT2 rabbit polyclonal antibody (1:80, OriGene, USA) at 4 °C overnight and then incubated with the appropriate secondary antibodies for 1 h at room temperature and stained with DAB and hematoxylin. Lastly, the tissue sections were covered with coverslips for microscopic observation. Staining intensity was scored on the following scale: 0 (negative staining), 1 (weak staining), 2 (moderate staining), and 3 (strong staining). The proportion of positively stained areas was evaluated with five levels: 0 (< 5%), 1 (5%–25%), 2 (25%–50%), 3 (50%–75%), and 4 (> 75%). The final score was the product of the above two indicators.

### Cell lines and cell culture

The primary cells were derived from the ovarian primary and metastases of ovarian cancer patients who received surgical treatment for the first time in our hospital, and the extraction and culture methods were described [24]. The human ovarian cancer lines HEY, OVCAR8, A2780, and normal ovarian epithelial cell line IOSE were purchased from the American Type Culture Collection (ATCC, Manassas, VA). HEY and A2780 were maintained in Dulbecco’s modified Eagle’s medium (DMEM medium; Gibco, USA), and RPMI-1640 medium (Gibco, USA) was used to cultivate OVCAR8, IOSE cells with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin–streptomycin, in a humidified atmosphere of 5% CO2 at 37 °C.

All cell lines were regularly authenticated according to the recommendations of the ATCC cell bank using short tandem repeat polymorphism analysis. All cell lines were mycoplasma-free.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from cell lines by using TRIzol reagent (Takara, Japan) according to the instructions of the manufacturer. The cDNA was synthesized with random primers using an ABScript III RT Master Mix for qPCR with gDNA remover (Abclonal, Wuhan, China); BrightCycle Universal SYBR Green qPCR Mix with UDG (Abclonal, Wuhan, China) was used to perform a qRT-PCR reaction according to the guidelines of the manufacturer. GAPDH was used as an internal control. TRIzol reagent was used to extract total RNA from the tissue or cell line according to the manufacturer’s instructions. β-Actin and GAPDH were used as internal controls. The 2 − ΔΔCT method was used to analyze relative expression levels. The primers were all synthesized by Sangon Biotech (Shanghai, China). Primer sequences are:

- *GAPDH* forward: GAAGGTGAAGGTCGGAGTC
- *GAPDH* reverse: GAAGATGGTGATGGGATTTC
- *β-Actin* forward: CATGTACGTTGCTATCCAGGC
- *β-Actin* reverse: CTCCTTAATGTCACGCACGAT
- *CSGALNACT2* forward:AACAAAGAGCAAGCACCTAGTG
- *CSGALNACT2* reverse: TGGCCCCTATGCTAACTTCAG
- *CDC25A* forward: GAATGAGGAGGAGACCCCCT
- *CDC25A* reverse: TGGCAAGCGTGTCATTGTTG
- *RASSF6* forward: ACAGGACCCAGATTCCTATGTC
- *RASSF6* reverse: GCTGCTTCACTCATGGTTCTAT
- *DUSP1* forward: ACCACCACCGTGTTCAACTTC
- *DUSP1* reverse: TGGGAGAGGTCGTAATGGGG
- *TXNIP* forward: ATATGGGTGTGTAGACTACTGGG
- *TXNIP* reverse: GACATCCACCAGATCCACTACT

### RNA sample processing and sequencing

HEY cells were transfected with the empty vector control or oeCSGALNACT2 plasmids. Total RNA was extracted from cell lines by using TRIzol reagent (Takara, Japan) according to the instructions of the manufacturer. The extracted RNA samples were checked for overall quality, and only samples with high quality (RIN ≥ 8.0) and high purity (OD 260/280 = 1.8–2.0) were used to perform RNA-seq by Novogene (Tianjin, China). Statistical analysis and visualization of gene sets were performed using the clusterProfiler R package. The RNA-seq data presented in this study were submitted to the Gene-Expression Omnibus.

### Western blotting

One percent PMSF added to RIPA lysis buffer (Beyotime, China) was used to extract total proteins. Lysates containing equal amounts of protein were loaded onto each lane, followed by separation using 10% SDS polyacrylamide gel electrophoresis and transferred onto a PVDF membrane (Millipore, Billerica, MA, USA) at 300 mA for 100 min. The membranes were blocked at room temperature for 1 h in 5% skim milk solution and subsequently incubated with primary antibodies at 4 °C overnight and then with the secondary antibody at room temperature for 1 h and visualized using electrochemiluminescence. β-Actin was the internal control. CSGALNACT2 antibody (1:5000, Abcam, #ab181250), PAX8 antibody (1:2000, Proteintech, #10,336-1AP), β-Actin antibody (1:10,000, Proteintech, #81,115–1-RR), GAPDH antibody (1:20,000, Proteintech, #60,004–1-Ig), ERK1/2 antibody (1:1000, Abmart, # T40071), Phospho-ERK1/2 antibody (1:2000, Proteintech, # 28733–1-AP).

### Plasmid constructs, cell transfection, and virus infection assay

For the construction of overexpression plasmids. Firstly, after amplifying the target fragment through PCR, the vectors were cut using restriction endonucleases, and then T4 ligase were used to connect the two, allowing full-length human CSGALNACT2 to be cloned into the pLVX-IRES-Puro vector. Finally, the target fragment was transferred to the host bacteria and the recombinant clone was obtained through screening and identification.

For the construction of knockdown plasmids, the CSGALNACT2 small hairpin RNA (shRNA) plasmids were designed through the Thermo Fisher Scientific website, and synthesized by General biol (Anhui, China). The primer was first annealed, followed by pLKO.1-puro vector digestion at 37° for 2 h. Then, the annealed primers were connected to the digested vector at 16° C overnight using T4 ligase. Finally, the target fragment was transferred to the host bacteria and the recombinant clone was obtained through screening and identification.

For lentivirus preparation, 293 T cells were transfected with plasmid DNA using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) according to the instructions of the manufacturer. The medium contained lentivirus was collected after 48 h, centrifuged at 3000 rpm for 5 min, and then the supernatant was collected. Cells were infected with a medium containing lentivirus and supplemented with 8 μg/ml polybrene by Genomeditech (Shanghai, China) for 48 h. After successful transfection, cell lines were screened with puromycin for 30 days. The above oligonucleotide sequences are:

- *OE-CSGALNACT2*forward: ATGCCTAGAAGAGGACTGATTCTTCAC
- *OE-CSGALNACT2*reverse: AATCCACCAATGGTCAGGAAATCTGA
- *shCSGALNACT2#1* forward: GCATAGGCTATCAGAGCAACA
- *shCSGALNACT2#1* reverse: TGTTGCTCTGATAGCCTATGC
- *shCSGALNACT2#3* forward: GCTTGGAGGTCATTAATAATC
- *shCSGALNACT2#3* reverse: GATTATTAATGACCTCCAAGC

### Cell wound-healing assay and transwell assays

For the cell wound-healing assay, 2 × 10^5^ (HEY), 2.5 × 10^5^ (OVCAR8) cells were cultured in a 6-well plate to 90% confluence, respectively. A 200-µl pipette tip was used to create a scratch of the same width. Then, the cells were incubated in a serum-free medium, and images were captured at 0 and 48 h after injury to evaluate the migration rate. All experiments were repeated independently in triplicate.

For Transwell assay, 1 × 10^5^ (A2780), 2 × 10^4^ (HEY), 5 × 10^4^ (OVCAR8),8 × 10^4^ (IOSE) cells of each group in 200 µl serum-free medium were seeded in the upper chamber (#3422, Corning, USA) without (migration) or with (invasion) Matrigel (#356,234, BD Bioscience, USA), respectively. 500 µl culture medium with 10% FBS was added to the lower chamber. After incubating for 24 h, the upper chambers were fixed with 4% paraformaldehyde for 15 min and then stained with 0.5% crystal violet for 15 min. Then, cotton swabs were used to remove the cells inside the upper chamber. A microscope was used to take pictures and then evaluate the number of cells with ImageJ software. Five random fields were selected to calculate cells of migration and invasion.

### Cell counting Kit‑8 (CCK‑8) assay and clonogenic assay

The Cell proliferation assay was performed using Cell counting kit-8 (CCK8, Dojindo, Japan) following the manufacturer's guidelines. Briefly, 1.5 × 10^3^ (HEY), 2 × 10^3^ (OVCAR8), 2.5 × 10^3^ (A2780), 2 × 10^3^ (IOSE) cells were seeded at an appropriate density in 96-well plates and cultured at 37 °C, respectively. After culturing for 0, 24, 48, 72, and 96 h, CCK-8 solution (10 µL) was added to each well, incubated for 2 h in an incubator, and then a spectrophotometer was used to evaluate the absorbance at 450 nm.

For the clonogenic assay, 1000 cells were seeded in 6-well plates at 800 cells per well in triplicate wells. After two to three weeks of culture, the cells were fixed with 4% paraformaldehyde for 30 min and stained with 0.5% crystal violet solution for 30 min. and colonies > 1 mm were counted using ImageJ.

### 5‑ethynyl‑20‑deoxyuridine (EdU) assay

The EdU detection assay was performed using a Cell-Light EdU DNA cell proliferation kit (#CX003, Beyotime Biotechnology, China) following the manufacturer's guidelines. 2 × 10^4^ (HEY), 2.5 × 10^4^ (OVCAR8), 3 × 10^4^ (A2780), 2.5 × 10^4^ (IOSE) cells were incubated with EdU for 2 h and then fixed with 4% paraformaldehyde, followed by dyeing and sealing with Apollo dye solution and Hoechst 33,342. Finally, an inverted fluorescence microscope (Carl Zeiss, Germany) was used to take pictures to evaluate the proportion of EdU-positive cells.

### In vivo studies

All animal care and experiments were conducted according to the guidelines of the National Institutes of Health and approved by the Animal Care Committee of Tongji University. Six-to-6-week-old female C57BL/6 mice were anesthetized with isoflurane and a single dorsal incision was made to access to ovary. ID8 cells (2.0 × 10^6^) were then injected into the bilateral ovarian bursa. After 10 days, 20 days, and 30 days, respectively, the mice were euthanized, and the primary ovarian lesion, Colon, omentum, and mesenteric metastases were dissected, embedded in paraffin, and finally validated by hematoxylin and eosin (H&E) staining, then perform immunohistochemistry.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software (Version 8.0.2, GraphPad Software, Inc., USA). Student’s t-test (two-tailed) was used to compare the differences between the two groups, and one-way ANOVA was used to compare the differences among multiple groups. Pearson correlation analysis was used to analyze the correlations. Kaplan–Meier analysis was performed to compare the overall survival (OS) rate between the high and low CSGALNACT2 gene expression groups using the p-value determined in the log-rank test. All data are presented as the means ± SD. In all analyses, *P* < 0.05 was considered statistically significant. *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001; no asterisks, P not calculated.

## Results

### CSGALNACT2 was down-regulated and associated with better prognosis in ovarian cancer

To determine the clinical significance of CSGALNACT2 in ovarian cancer, we assessed the expression of CSGALNACT2 in ovarian cancer patients by analyzing a public database. As shown in Fig. 1A and B, the results showed that the expression of CSGALNACT2 was lower in ovarian cancer compared with normal samples. Additionally, CSGALNACT2 was also decreased in a variety of cancer types, such as bladder Urothelial Carcinoma (BLCA), cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC), lymphoid Neoplasm Diffuse Large B-cell Lymphoma (DLBC), kidney Chromophobe (KICH), Uterine Corpus Endometrial Carcinoma (UCEC) (Fig. 1C and Supplementary Fig. 1A).

**Fig. 1:**
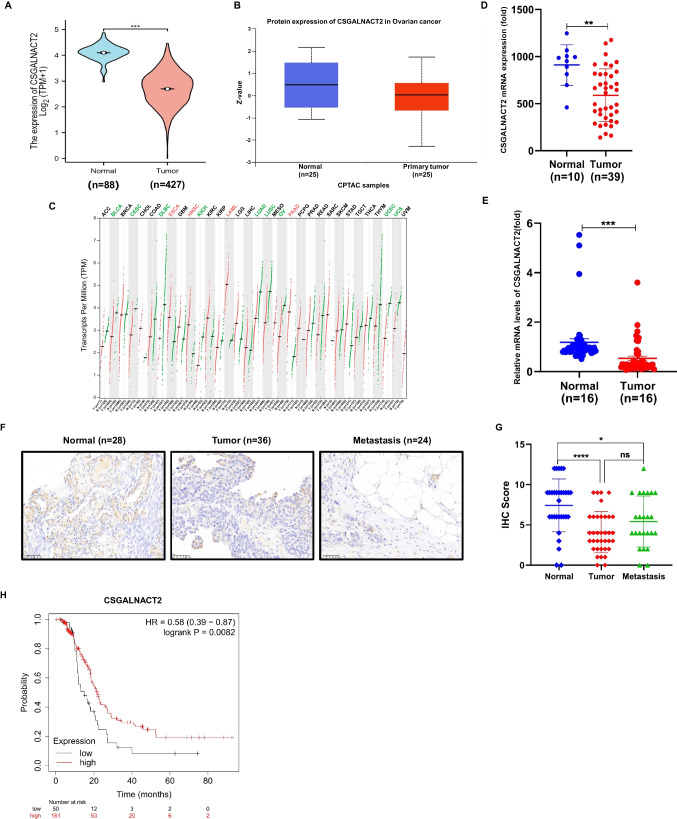
CSGALNACT2 was down-regulated and associated with a better prognosis in ovarian cancer. **A** The expression of CSGALNACT2 in TCGA-OV from the UALCAN database (https://ualcan.path.uab.edu/). **B** The protein level of CSGALNACT2 in CPTAC from the UALCAN database. **C** CSGALNACT2 gene expression level from GEPIA2.0 (http://gepia2.cancer-pku). It includes 426 TCGA-OV samples and 88 GTEx normal samples. **D** RNA-seq was used to detect relative expressions of CSGALNACT2 in 10 normal and 39 tumor tissues of ovarian cancer. **E** qRT-PCR was performed to detect relative levels of CSGALNACT2 in normal and tumor tissues (*n* = 16) of ovarian cancer. **F** The protein level of CSGALNACT2 in normal ovarian epithelial tissues, ovarian cancer, and ovarian cancer metastatic tissues detected by immunohistochemical (IHC) staining. All micrographs (× 40; scale bar, 50 mm) were imaged from one representative case. **G** IHC scores between normal ovarian epithelial tissues, ovarian cancer, and ovarian cancer metastatic tissues. **H** Kaplan–Meier analysis of CSGALNACT2 on progression-free-survival (PFS) of ovarian cancer patients with Paclitaxel treatment from Kaplan–Meier plotter (https://kmplot.com/). *p ≤ 0.05, ***p ≤ 0.001

Next, we further conducted RNA-seq to explore the expression level of CSGALNACT2 in 10 normal and 39 ovarian cancer tissues. The results showed that CSGALNACT2 was significantly higher in normal tissues (Fig. 1D), and the qRT-PCR experimental results also confirmed that CSGALNACT2 is noteworthy upregulated in normal ovarian tissue (Fig. 1E). Moreover, we detected the protein level of CSGALNACT2 using ovarian cancer tissues, which contained 28 normal and 36 tumor tissues, and 24 ovarian cancer tissues with metastasis. Normal ovarian epithelial samples exhibited stronger staining of CSGALNACT2 than both ovarian cancer and ovarian cancer metastatic tissues (Fig. 1F and G). And elevated CSGALNACT2 expression had longer survival outcomes in ovarian cancer patients with Paclitaxel or Docetaxel treatment by Kaplan–Meier survival analysis (Fig. 1H, Supplementary Fig. 1B and C).

### CSGALNACT2 inhibited the migration, invasion, and clonogenicity of normal ovarian epithelial cell line

Based on the above results, we first explored the effects of CSGALNACT2 on normal ovarian epithelium. We constructed IOSE cell lines with stable knockdown or overexpression of CSGALNACT2 (Fig. 2A and B) and determined the effect of CSGALNACT2 on cell migration and invasion using the transwell assays.. We detected that CSGALNACT2 knockdown markedly promoted migration and invasive activities in IOSE cells (Fig. 2C and D). The clone formation assay also showed that IOSE cells formed more numerous and larger cell colonies after CSGALNACT2 expression was reduced (Fig. 2E and F). On the contrary, overexpression of the CSGALNACT2 significantly inhibited the migration and invasion of IOSE cells, as well as the ability of clonogenicity (Fig. 2G and H). Interestingly, overexpression or knockdown of the CSGALNACT2 gene in normal ovarian epithelial cells did not have a significant impact on cell proliferation (Fig. 2I, J and Supplementary Fig. 2A, B). These results indicate that the reduced expression of CSGALNACT2 could contribute to the migration and invasion of transformed ovarian epithelial cells.

**Fig. 2:**
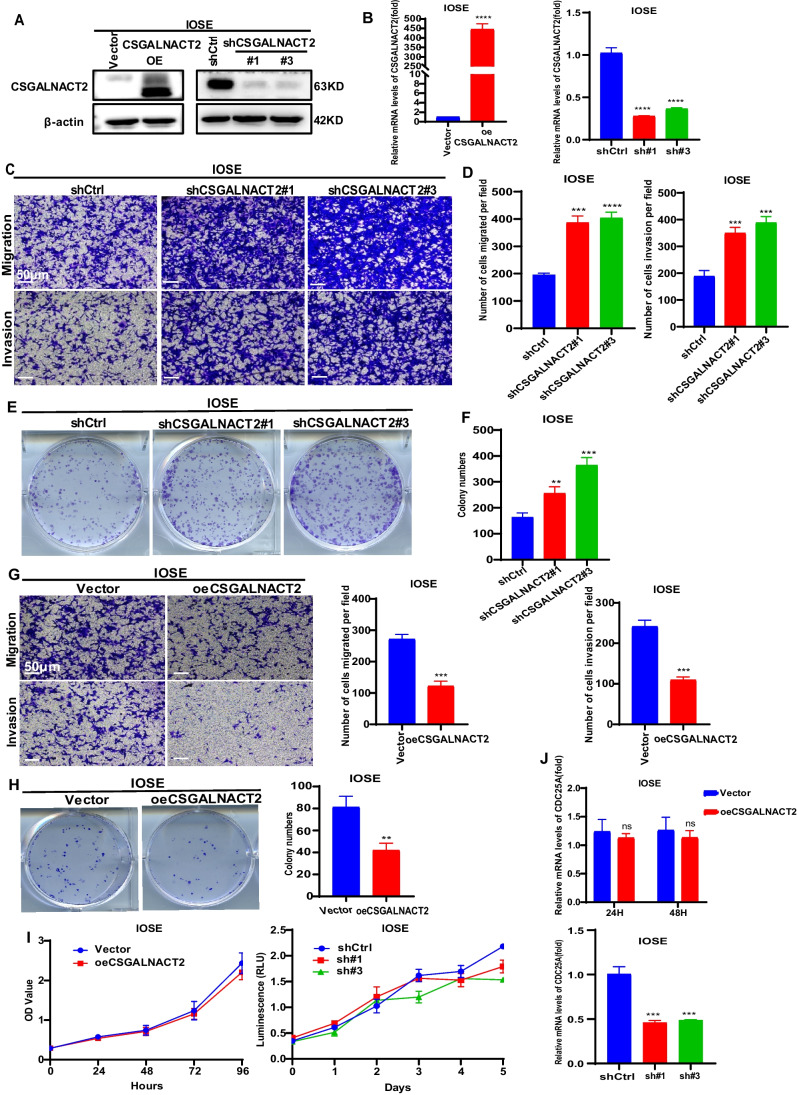
CSGALNACT2 inhibited the migration, invasion, and clonogenicity of normal Ovarian epithelial cell lines. **A-B** CSGALNACT2 overexpression and knockdown efficiency validation in IOSE cells by Western blotting and qRT-PCR. **C-D** Transwell assays detected the migration and invasion ability of cells after the knockdown of CSGALNACT2. Scale bar = 50 μm. **E–F** Stable knockdown of CSGALNACT2 promoted clonogenic growth in IOSE cell lines. **G** Transwell assays detected the migration and invasion ability of cells after overexpression of CSGALNACT2. Scale bar = 50 μm. **H** Colony formation assays were used to detect the proliferation ability of cells after overexpression of CSGALNACT2. **I-J** CCK-8 assays and the CDC25A expression were used to detect changes in cell proliferation after overexpression or knockdown of CSGALNACT2 in IOSE cells. **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001; ns, not statistically

### CSGALNACT2 suppressed complex oncogenic phenotypes of ovarian cancer cells

High-grade serous ovarian carcinoma (HGSOC) is the most common form of ovarian cancer, accounting for over 70% of cases and the majority of deaths. The observation of CSGALNACT2 downregulation in ovarian cancer tissue and metastatic lesions encourages us to further investigate the impact of experimental downregulation of CSGALNACT2 on HGSOC in vitro. First of all, we examined the expression of CSGALNACT2 in primary cells from both primary and metastatic ovarian lesions of the same ovarian cancer patient in our hospital. Interestingly, the basal expression level of CSGALNACT2 was lower in metastasis cells than in primary cells (Fig. 3A). To further determine the role of CSGALNACT2, we used two different shRNA constructs targeting the CSGALNACT2 transcript to knockdown CSGALNACT2 expression in two HGSOC cell lines, HEY and OVCAR8, according to the mRNA and protein expression of CSGALNACT2 in normal ovarian epithelial cell line (IOSE) and ovarian cancer cell lines (Supplementary Fig. 3A). The efficiencies of transfection were validated by qRT-PCR and Western blotting (Fig. 3B). We first determined the role of CSGALNACT2 on cell migration and invasion using the wound-healing and transwell assay. The results showed that the downregulation of CSGALNACT2 significantly enhanced ovarian cancer cell migration and invasion abilities (Fig. 3C-E). In contrast, overexpression of CSGALNACT2 dramatically inhibited the migration and invasion abilities in both HEY and OVCAR8 cells (Fig. 3F-H), implying that CSGALNACT2 may suppress HGSOC cell mobility. Next, we evaluated the functional impact of CSGALNACT2 on HGSOC cell proliferation using the CCK8 and EdU assays and detected the expression of cell proliferation marker CDC25A. As shown in Fig. 3I-L and Supplementary Fig. 3B-C, CSGALNACT2-depleted or overexpressed cells and control cells exhibited similar growth kinetics. These observations indicate that CSGALNACT2 in HGSOC cells does not lead to significant changes in cell proliferation ability. Next, we assessed whether CSGALNACT2 knockdown promotes clonogenic growth. Both HEY and OVCAR8 cells expressing the control nontargeting shRNA were modestly clonogenic, respectively. However, CSGALNACT2 depletion in both cell lines significantly increased their clonogenicity (Fig. 3M). In contrast, overexpression of CSGALNACT2 inhibited clonogenicity in HGSOC cells (Fig. 3N).

**Fig. 3:**
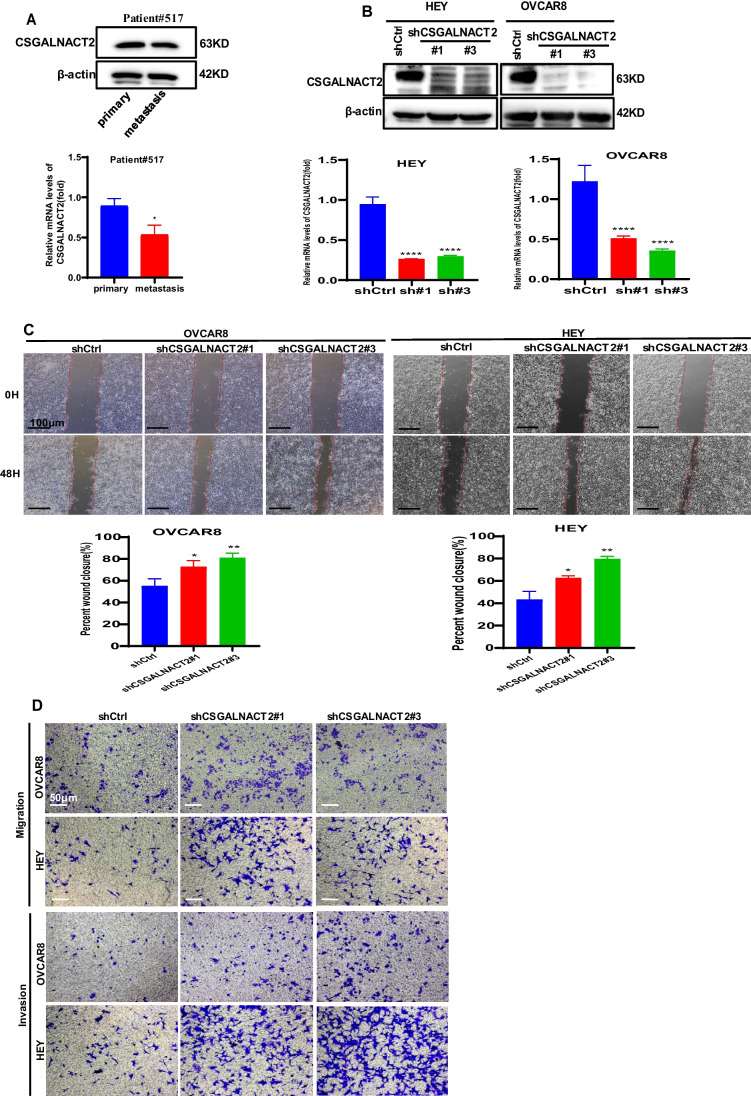

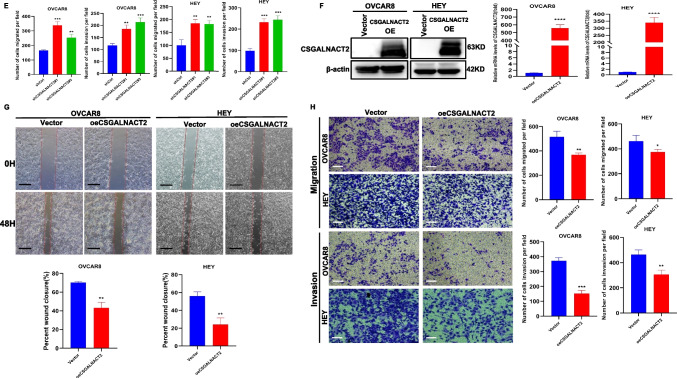

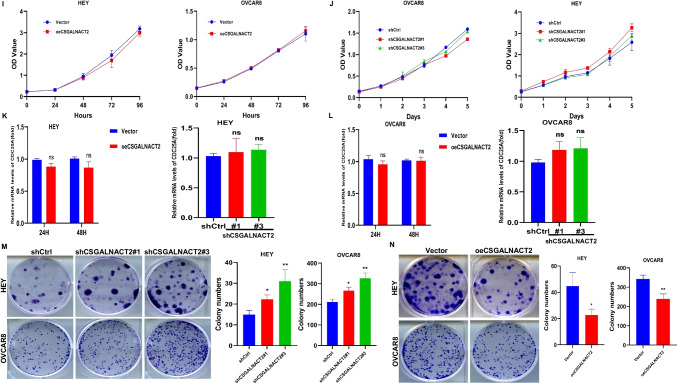

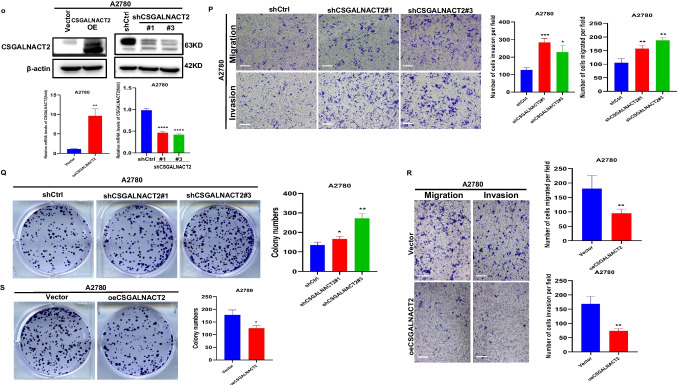
CSGALNACT2 is required for the suppression of cell mobility, metastasis, and clonogenic growth in ovarian cancer cells. **A** Protein and mRNA expressions of CSGALNACT2 in primary and metastatic cell lines of ovarian cancer patients were analyzed by Western Blotting and qRT-PCR. The expression of β-actin is an internal loading control. **B** Knockdown efficiencies of CSGALNACT2 in HEY and OVCAR8 cells were analyzed by Western blotting and qRT-PCR. shCtrl: cells infected with scrambled shRNA virus; shCSGALNACT2: cells infected with shCSGALNACT2 virus. **C** Wound-healing assays after CSGALNACT2 knockdown by shRNA in OVCAR8 and HEY cells. Scale bar = 100 μm. **D-E** Effects of CSGALNACT2 inhibition on cancer cell migration and invasion for OVCAR8 and HEY cells were analyzed; scale bar = 50 μm. And quantification of migrated and invaded cells of CSGALNACT2-silenced cells was presented as mean ± S.D. **F** Protein and mRNA expression of CSGALNACT2 in CSGALNACT2-overexpressed HEY and OVCAR8 cells was examined by Western blotting and qRT-PCR. **G** Wound-healing assays after CSGALNACT2 overexpression in OVCAR8 and HEY cells. Scale bar = 100 μm. **H** The transwell migration and invasion assays of CSGALNACT2 overexpression in OVCAR8 and HEY cells were determined and quantified. Results presented as the mean ± S.D. Scale bar = 50 μm. **I-J** CCK-8 assays were used to detect changes in cell proliferation after overexpression or knockdown of CSGALNACT2 in OVCAR8 and HEY cells. **K-L** The expression of proliferation marker CDC25A in cell proliferation after overexpression or knockdown of CSGALNACT2 in OVCAR8 and HEY cells by qRT-PCR. **M–N** Colony formation assays were used to detect the proliferation ability of cells after overexpression or knockdown of CSGALNACT2 in OVCAR8 and HEY cells. **O** CSGALNACT2 overexpression and knockdown efficiency validation in A2780 cells by Western blotting and qRT-PCR. **P** Transwell assays after CSGALNACT2 knockdown in A2780 cells. Scale bar = 50 μm. **Q** Colony formation assays were used to detect the proliferation ability of cells after the knockdown of CSGALNACT2. **R-S** Transwell and colony formation assays were used to detect the migration, invasion, and proliferation ability of A2780 cells after overexpression or knockdown of CSGALNACT2. Scale bar = 50 μm. *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001; no asterisks, *P* not calculated

To further investigate the impact of changes in CSGALNACT2 gene expression on other ovarian cancer cell lines, two shRNA-targeted CSGALNACT2 and overexpression plasmids of CSGALNACT2 were designed and transfected into A2780 cell (Fig. 3O). Next, we evaluated the impact of CSGALNACT2 downregulation on proliferation, clonogenic, and cell migration and invasion. We observed that downregulation of CSGALNACT2 significantly enhanced A2780 cell migration, invasion, and clonogenicity abilities (Fig. 3P and Q), whereas overexpression of CSGALNACT2 obtained opposite results (Fig. 3R and S). However, as expected, CSGALNACT2 did not significantly affect the proliferation of A2780 cells (Supplementary Fig. 3D and E). The above results indicate that CSGALNACT2 not only plays an inhibitory role in ovarian high-grade serous cancer cells but also has an inhibitory effect in ovarian endometrioid adenocarcinoma cells.

### CSGALNACT2 expression is reduced during the metastasis of ovarian cancer in vivo

To evaluate the potential of CSGALNACT2 on metastasis of ovarian cancer in vivo, we constructed an ovarian in situ implantation model using injection with ID8 cells into the ovary of C57BL/6 mice. According to the preliminary experimental results, ascites and widespread metastasis in the abdominal cavity appeared in the mice at 1 month (Supplementary Fig. 5). Therefore, we divided 15 mice into three groups, each consisting of five mice. One mouse was maintained normally, while other four mice made bilateral ovarian in situ tumors. Then, the mice were euthanized on day 10 (Early), day 20 (Mid), and day 30 (Late) to analyze the expression of CSGALNACT2 at different stages (Supplementary Fig. 5). Firstly, we performed H&E and immunohistochemical staining on the cancer tissue, exhibiting stronger staining of PAX8, indicating that the tumor is serous cancer (Fig. 4A). And, we observed that the expression of CSGALNACT2 decreased gradually as the tumor progressed, and the expression was significantly lower in the late stage than in the early (Fig. 4B). At the same time, the expression of CSGALNACT2 in tumor metastasis was significantly lower than that in the primary lesion (Fig. 4C). Specifically, the expression of CSGALNACT2 was significantly reduced in omental metastases, colonic metastases, and mesenteric metastases (Fig. 4D). In addition, IHC staining analysis showed that CSGALNACT2 expression levels were lower in ovarian cancer tissues and metastatic tissues in the middle and late stages (Fig. 4E and F). These observations reveal a negative correlation between the expression of CSGALNACT2 and the progression and metastasis of ovarian cancer in our vivo model. Although these data do not explicitly demonstrate a suppressive role for CSGALNACT2 in preventing ovarian metastasis, they implicate CSGALNACT2 to serve an impeding function that should be further investigated in future studies.

**Fig. 4:**
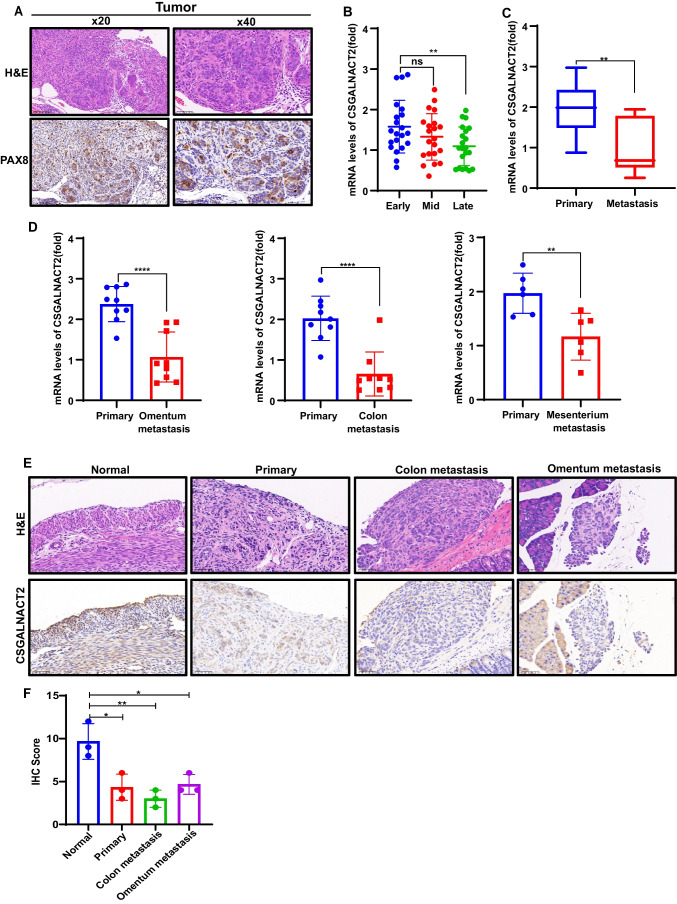
CSGALNACT2 expression is reduced during the metastasis of ovarian cancer in vivo. **A** H&E staining (top) and Immunohistochemistry (IHC) (bottom) of tissues. Immunohistochemistry (IHC) using specific antibodies targeting PAX8 (IHC Score = 12). The scale bar represents 100 μm (Left panels). The scale bar represents 50 μm (Right panels). **B** The mRNA expression levels of CSGALNACT2 in different stages of ovarian cancer primary by qRT-PCR. **C-D** The expression of CSGALNACT2 in ovarian primary and different metastatic lesions was detected by qRT-PCR. **E–F** H&E staining (top) and Immunohistochemistry (IHC) (bottom) of tissues. The expression levels of CSGALNACT2 in primary ovarian lesions and different metastatic lesions of each group were detected by immunohistochemical staining. Scale bar = 50 μm

### CSGALNACT2 suppresses ovarian cancer migration and invasion via DUSP1 modulation of MAPK/ERK pathway

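RNA from HEY cells, a human ovarian cancer cell line, was sequenced after transfection with an empty vector (Vector) or with a plasmid for overexpression of CSGALNACT2 (oeCSGALNACT2), with 3 libraries per group. CSGALNACT2 encodes an N-acetylgalactosaminyltransferase of chondroitin sulfate synthesis and lies on chromosome 10 of GRCh38 from 43138486 to 43185308. Its level was 10.5 ± 4.13 FPKM (SD, n = 3 libraries) in Vector cells and 466 ± 63.6 FPKM (SD, n = 3 libraries) in oeCSGALNACT2 cells. The log2 fold change was 5.39 (SE 0.27, adjusted p = 0.00302 from limma). Every oeCSGALNACT2 library lay above every Vector library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Its paralog CSGALNACT1, which the titles of the deposited oeCSGALNACT2 samples name, had 0.183 ± 0.115 FPKM (SD, n = 3 libraries) in Vector cells and 0.0955 ± 0.043 FPKM (SD, n = 3 libraries) in oeCSGALNACT2 cells, below the filter of limma. The sample descriptions and the article name CSGALNACT2. Of 22 tested genes of chondroitin sulfate synthesis, CSGALNACT2 alone passed in limma, also when adjusted over the list alone, and 9 rose with the replicate number as a block. The adjusted p of this list was 0.021 from camera with CSGALNACT2 in it and 0.0991 from camera over the other 21 genes (0.0782 with the block and 0.341 with an estimated correlation). With CSGALNACT2 in the list, the adjusted p was 0.180 with an estimated correlation. It was 0.0679 without Vector replicate 1, 0.0921 without oeCSGALNACT2 replicate 3 and 0.0753 with the GC trend of each library removed and the block.

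The authors deposited FPKM values of 58735 genes and a count table. The copy of the count table used here holds the 1310 genes with the highest mean counts, which take 59.0% to 59.9% of the reads of a library. All genes were therefore tested on the FPKM values, which gave whole numbers of reads, within 0.01 of a read, for 100% of the values above 0. The recovered reads summed to 16619783, 17776554 and 16783178 in Vector replicates 1, 2 and 3 and to 15628834, 16766963 and 18186682 in oeCSGALNACT2 replicates 1, 2 and 3. According to the labels, the libraries were made with a SMARTER mRNA kit, and the aligner and the counting tool are not given in the sources used here. The submitters' processing notes name the mouse build mm10, whereas all 58735 gene IDs are human and lie at the chromosome, start and end that GENCODE 29 gives on GRCh38. The article describes the cells as transfected in its methods and as stably overexpressing in the legend of Fig. 5. Neither the article nor the labels say that the 3 libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

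Expression was compared by limma on log2(FPKM + 1) for the 11479 genes with a mean FPKM of at least 1, with adjustment by Benjamini and Hochberg. Fold changes on this scale understate the change of genes with low FPKM. Replicate 1 of both groups stood apart from replicates 2 and 3. Pearson's r across genes was 0.990 between Vector replicates 2 and 3 and 0.985 between oeCSGALNACT2 replicates 2 and 3, against 0.913 between Vector replicates 1 and 2 and 0.930 between replicate 1 of Vector and replicate 1 of oeCSGALNACT2 cells (genes are not independent replicates). Mitochondrial genes took 2.77% to 3.61% of the reads in Vector and 4.60% to 4.82% in oeCSGALNACT2 libraries. Deviations from the group means correlated between same-numbered libraries (Pearson's r across genes 0.810 for replicates 1, 0.631 for replicates 2 and 0.686 for replicates 3). They also correlated between Vector replicate 3 and oeCSGALNACT2 replicate 2 (0.682) and between Vector replicate 2 and oeCSGALNACT2 replicate 3 (0.590). The data thus set replicate 1 apart but do not show that replicates 2 and 3 pair by number. Fits with the replicate number as a block assume such a pairing and are given where they change a call or move a count by over 1.5 times.

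**Figure D1:**
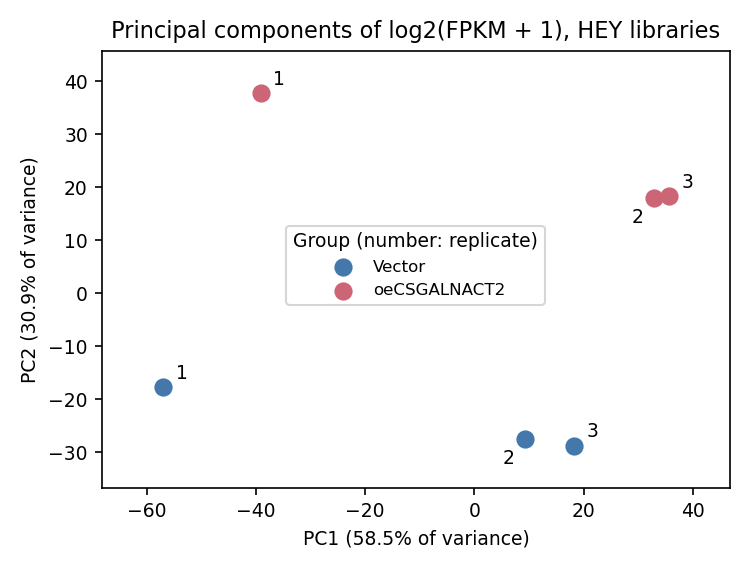
Principal components of log2(FPKM + 1) of the 11479 tested genes, with 1 point per library, the color giving the group and the number beside it the replicate. Replicate 1 lies at -57.0 in Vector and -39.1 in oeCSGALNACT2 cells on the first component (58.5% of the variance), where the other 4 libraries lie between 9.34 and 35.6, and the second component (30.9%) separates the groups.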

To further explore the potential molecular mechanisms underlying the role of CSGALNACT2 in the development of ovarian cancer, we conducted RNA sequencing and analyzed mRNA differentially regulated mRNAs of HEY cells transfected with Vector and oeCSGALNACT2. The volcano map results showed that 273 genes were up-regulated and 343 genes were down-regulated after CSGALNACT2 overexpression (Fig. 5A). 

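Among the genes with the smallest p, IL24, an interleukin of the IL-10 family, was 21.3-fold lower in oeCSGALNACT2 cells, at 5.03 ± 0.432 FPKM (SD, n = 3 libraries) against 107 ± 1.09 FPKM (SD, n = 3 libraries) in Vector cells. EGR1, a transcription factor induced by growth factors, fell from 19.4 ± 3.76 FPKM to 0.272 ± 0.243 FPKM (SD, n = 3 libraries each). H1F0, a linker histone, fell from 260 to 32.9 FPKM on average, and STC1, the secreted glycoprotein stanniocalcin 1, from 76.0 to 15.6 FPKM. The replicative helicase subunits MCM4 and MCM3 rose, MCM4 from 22.9 ± 0.896 to 76.7 ± 1.36 FPKM and MCM3 from 17.4 ± 0.912 to 50.7 ± 0.786 FPKM (SD, n = 3 libraries each). The log2 fold changes in limma were -4.17 for IL24 (SE 0.15, adjusted p = 0.000626), -4.01 for EGR1 (SE 0.23, adjusted p = 0.00302), -2.93 for H1F0, -2.22 for STC1, 1.70 for MCM4 and 1.49 for MCM3, the last 4 with adjusted p of 0.00467, 0.00467, 0.00973 and 0.0141.

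Of the 11479 genes tested, 58 were up-regulated and 97 down-regulated at an adjusted p under 0.05 from limma, and 53 and 88 of them changed at least 2-fold. At the thresholds printed in Fig. 5A, 5 were up-regulated and 8 down-regulated. DESeq2 on reads recovered from the FPKM values, for genes with at least 1 read, gave 273 and 343 at 2-fold and an adjusted p of 0.05. It was chosen after the values were seen, as 1 of 23 settings. On simulated data, limma without the block recovered 2.06% of 2-fold changes, so its low counts do not show that few genes changed. With the replicate number as a block, the 2-fold count of limma was 217 up-regulated and 239 down-regulated genes, which include all 141 of the fit without the block. With no fold threshold, the block called 5017 of the 11479 genes, 2439 up-regulated and 2578 down-regulated. Counts of gene lists with the block have no fold threshold and are to be read against this share. The 2-fold count was 74 without Vector replicate 1, 7 without Vector replicate 2, 8 without Vector replicate 3, 169 without oeCSGALNACT2 replicate 1, 5 without oeCSGALNACT2 replicate 2 and 5 without oeCSGALNACT2 replicate 3. These fits have no block, and without a library numbered 2 or 3, replicate 1 weighs more in that group than in the other. In replicates 2 and 3 alone, a fit chosen after the data were examined, the count was 520, with 138 of the 141 genes among them. Calls lost without 1 library therefore do not tell unstable changes from the spread that replicate 1 adds. Of the 6 genes named, IL24 and EGR1 passed in each of the 6 fits without 1 library. All 6 passed without Vector replicate 1 and without oeCSGALNACT2 replicate 1, 3 without Vector replicate 3, and 2 without Vector replicate 2, oeCSGALNACT2 replicate 2 or oeCSGALNACT2 replicate 3, with adjusted p up to 0.176 in limma.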

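TXNIP, which encodes thioredoxin-interacting protein, an inhibitor of thioredoxin and of glucose uptake, fell 13.4-fold, from 90.7 ± 10.9 FPKM (SD, n = 3 libraries) in Vector cells to 6.76 ± 1.53 FPKM (SD, n = 3 libraries) in oeCSGALNACT2 cells. DUSP1, a nuclear phosphatase that inactivates MAP kinases, fell 5.40-fold, from 119 ± 23.5 FPKM (SD, n = 3 libraries) to 22.1 ± 1.27 FPKM (SD, n = 3 libraries). RASSF6, a Ras association domain protein, was close to the limit of detection: its 20, 9 and 2 reads in Vector replicates 1, 2 and 3 stood against 0 reads in each oeCSGALNACT2 library. Set against a floor of 3 reads over the group, RASSF6 was at least 10.2-fold lower in oeCSGALNACT2 cells, a bound that covers counting error only. The bound was 5.37-fold without Vector replicate 1 and 6.54-fold without oeCSGALNACT2 replicate 3. Of the genes that were higher, FAM111B, a protease linked to replication, rose from 0.797 ± 0.237 to 12.7 ± 4.49 FPKM, the inducible HSP70 gene HSPA1A from 2.28 ± 0.769 to 28.6 ± 9.58 FPKM, the flap endonuclease gene FEN1 from 11.8 ± 0.732 to 57.5 ± 4.00 FPKM and the transcription factor gene ATF5 from 1.44 ± 0.18 to 8.87 ± 1.30 FPKM (SD, n = 3 libraries each). HSPA1A shares reads with the near-identical HSPA1B, so its level is uncertain.

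TXNIP lies on chromosome 1 of GRCh38 from 145992435 to 145996600 and DUSP1 on chromosome 5 from 172768090 to 172771195. The log2 fold change in limma was -3.57 for TXNIP (SE 0.20, adjusted p = 0.00302) and -2.36 for DUSP1 (SE 0.20, adjusted p = 0.00973). In both genes every oeCSGALNACT2 library lay below every Vector library, for which an exact two-sided permutation test gives p = 0.1, the smallest possible with 3 libraries per group. RASSF6 lay below the filter of the test. In limma over all genes with any FPKM above 0, its log2 fold change was -0.12 (adjusted p = 0.541), on the scale that understates genes with low FPKM. Of the 20 genes of the heat map, 19 were tested, and all 19 changed in the direction of the heat map. Among them IL11, a cytokine of the IL-6 family, fell from 26.4 to 2.04 FPKM, the cholesterol exporter gene ABCG1 from 4.71 to 0.572 FPKM, the complement receptor gene C5AR1 from 4.08 to 0.294 FPKM and ERRFI1, a feedback inhibitor of the EGF receptor, from 89.3 to 18.0 FPKM. The histone demethylase gene KDM7A fell from 5.16 to 0.763 FPKM, the cAMP phosphodiesterase gene PDE4D from 3.98 to 0.706 FPKM and the transcription factor gene KLF9 from 11.3 to 2.56 FPKM. The study chose these genes on these libraries, so their direction is not independent evidence.

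Of the 13 genes named as changed, all passed in limma without Vector replicate 1 and without oeCSGALNACT2 replicate 1, and TXNIP alone passed without each of the other 4 libraries, with adjusted p of at most 0.0437. For DUSP1, limma gave adjusted p = 0.0138 without Vector replicate 1, 0.0269 without oeCSGALNACT2 replicate 1, 0.0944 without Vector replicate 2, 0.0709 without Vector replicate 3, 0.0837 without oeCSGALNACT2 replicate 2 and 0.0853 without oeCSGALNACT2 replicate 3.

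**Figure D2:**
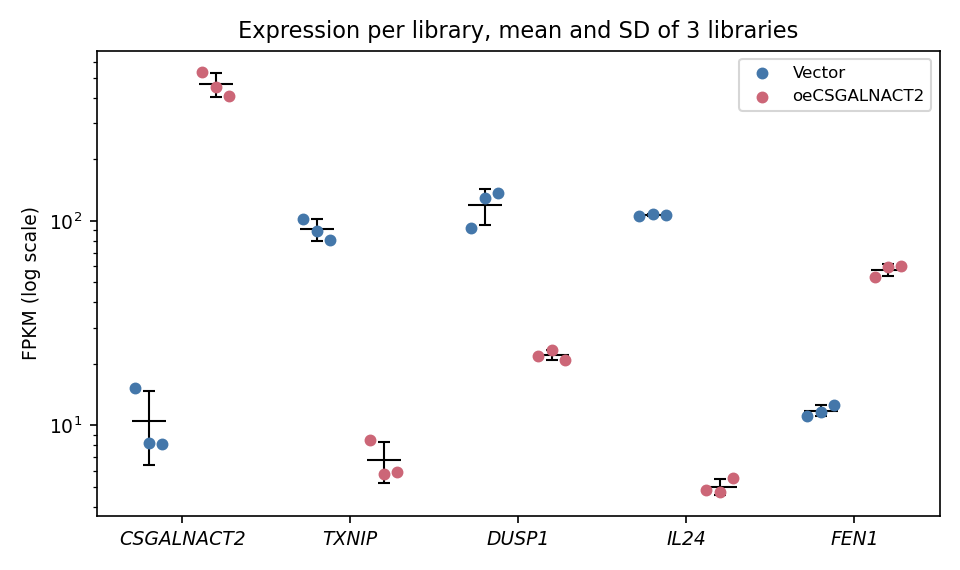
FPKM of 5 genes on a log scale in each library (points; blue, Vector; red, oeCSGALNACT2), with the mean and the SD of 3 libraries as black bars. For DUSP1, the Vector libraries lie between 92.5 and 137 FPKM and the oeCSGALNACT2 libraries between 21.0 and 23.5 FPKM, and for FEN1 they lie between 11.2 and 12.6 FPKM and between 52.9 and 60.4 FPKM.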

The heat map showed that the expression of the top 20 genes with the most significant differences when CSGALNACT2 was upregulated, RASSF6, DUSP1, and TNXIP expression was strongly downregulated (Fig. 5B). This was further confirmed by qRT-PCR in HEY, OVCAR8, A2780, and IOSE cells, and the difference in DUSP1 expression was the most significant (Fig. 5C, D and Supplementary Fig. 4A, B). These results suggest that CSGALNACT2 may inhibit the motility and clonogenic ability of ovarian cancer cells through downregulated of DUSP1 expression.

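Beside DUSP1, the phosphatase gene DUSP5 fell from 74.6 ± 13.3 FPKM (SD, n = 3 libraries) in Vector cells to 25.4 ± 4.71 FPKM (SD, n = 3 libraries) in oeCSGALNACT2 cells. Both are transcribed in response to MAP kinase activity and inactivate MAP kinases in the nucleus. DUSP6, which acts on ERK in the cytoplasm, stood at 29.3 ± 6.63 FPKM against 11.2 ± 2.00 FPKM (SD, n = 3 libraries each) and did not pass the test. Of 7 tested MAP kinase phosphatase genes, 2 fell and none rose in limma (4 and none when adjusted over the list alone, 5 and 1 with the replicate number as a block). The list ranked lower as a set (adjusted p = 0.000432 from camera), with adjusted p = 0.0991 with an estimated correlation. DUSP5 had a log2 fold change of -1.52 (SE 0.22, adjusted p = 0.038 from limma) and DUSP6 one of -1.30 (SE 0.22, adjusted p = 0.0543 from limma, 0.000759 with the block).

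Of 29 tested genes of proteases and their inhibitors in invasion, ADAMTS1, a secreted metalloproteinase, fell from 42.8 to 21.4 FPKM and none rose in limma (4 and 1 when adjusted over the list alone, 11 and 8 with the block). Of 25 tested targets of YAP, CTGF, a secreted matrix protein, fell from 176 to 93.3 FPKM and none rose (5 and 1 when adjusted over the list alone, 13 and 2 with the block). In edgeR, CTGF did not pass (adjusted p = 0.059) and 1 target rose, IGFBP3 (adjusted p = 0.0488), named after its values were seen. The YAP targets ranked lower as a set (adjusted p = 0.00423 from camera), with adjusted p = 0.225 with an estimated correlation and 0.0664 without oeCSGALNACT2 replicate 1. None of 11 epithelial and 20 mesenchymal marker genes passed in limma (6 and 2 at an unadjusted p under 0.05, 0 and 0 in edgeR, 1 and 2 in DESeq2 on recovered reads), and 8 and 11 passed with the block. DESeq2 counts of gene lists are from the fit of genes with at least 1 read. When adjusted over the list alone, 2 epithelial markers rose (KRT8 and KRT18), 3 fell (among them CLDN1 and DSG2), and 1 mesenchymal marker fell (WNT5A). These 5 genes were named after their values were seen. None of 10 integrin genes passed in limma, edgeR or DESeq2 (2 at an unadjusted p under 0.05 in limma, none when adjusted over the list alone), and 5 fell with the block. The adjusted p from camera was 0.367 for the proteases, 0.516 for the epithelial and 0.306 for the mesenchymal markers, and 0.0967 for the integrins. For the epithelial markers camera gave 0.0484 over all genes with any FPKM above 0. For the integrins camera gave 0.0233 with the block, 0.235 with an estimated correlation and 0.367 with both. In replicates 2 and 3 alone it was 0.0412, and with the GC trend removed and the block 0.0250. Fry, which tests whether genes move on balance one way, gave adjusted p of 0.0328 for the mesenchymal markers and 0.00142 for the integrins.

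DUSP5, ADAMTS1 and CTGF lost their calls in limma without any 1 of the 6 libraries, with adjusted p up to 0.296, and kept them with the block. From the lower DUSP1 in the RNA-seq data and in qRT-PCR, the paper proposes that CSGALNACT2 restrains the motility and colony formation of ovarian cancer cells by lowering DUSP1.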

**Fig. 5:**
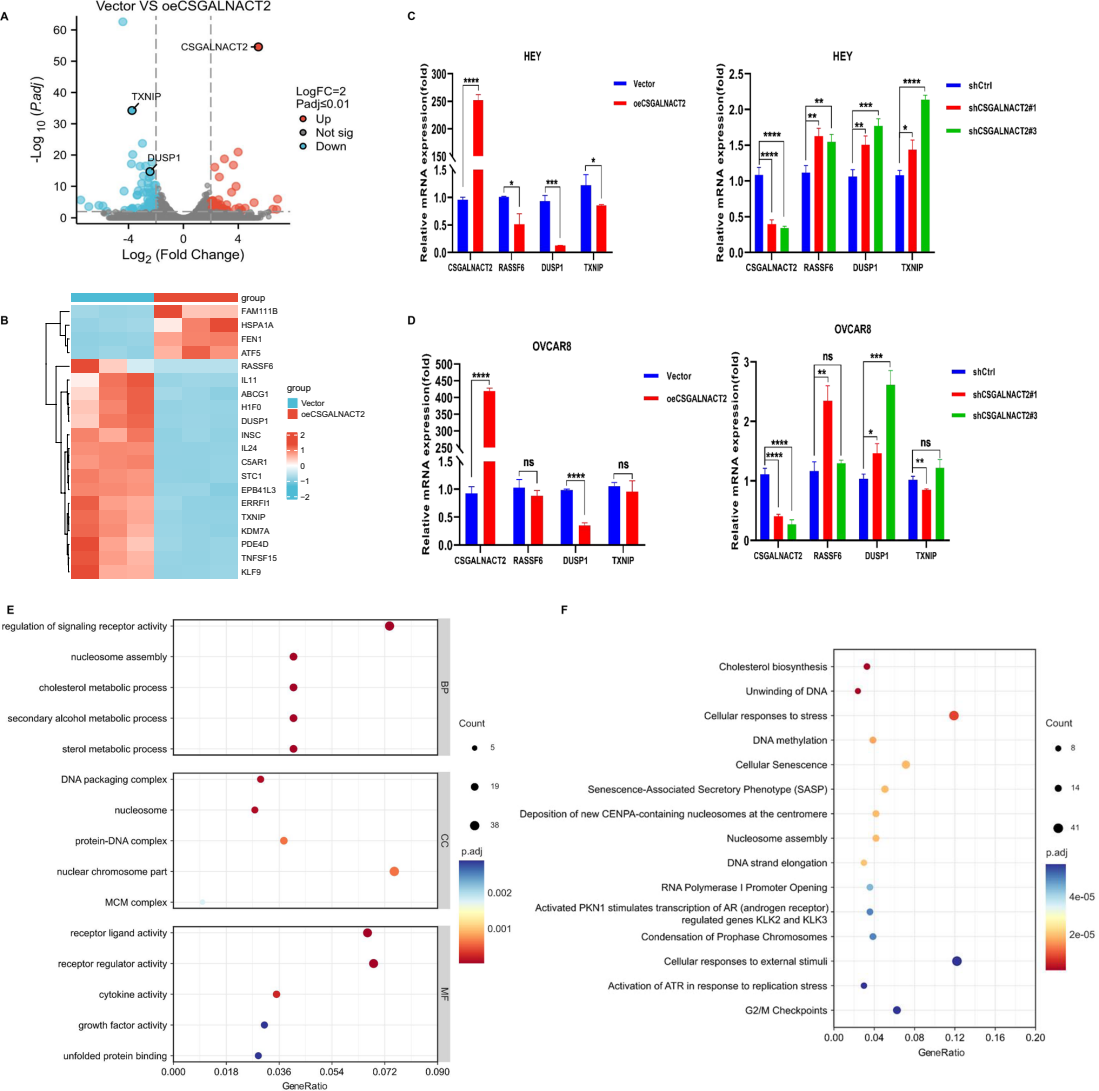

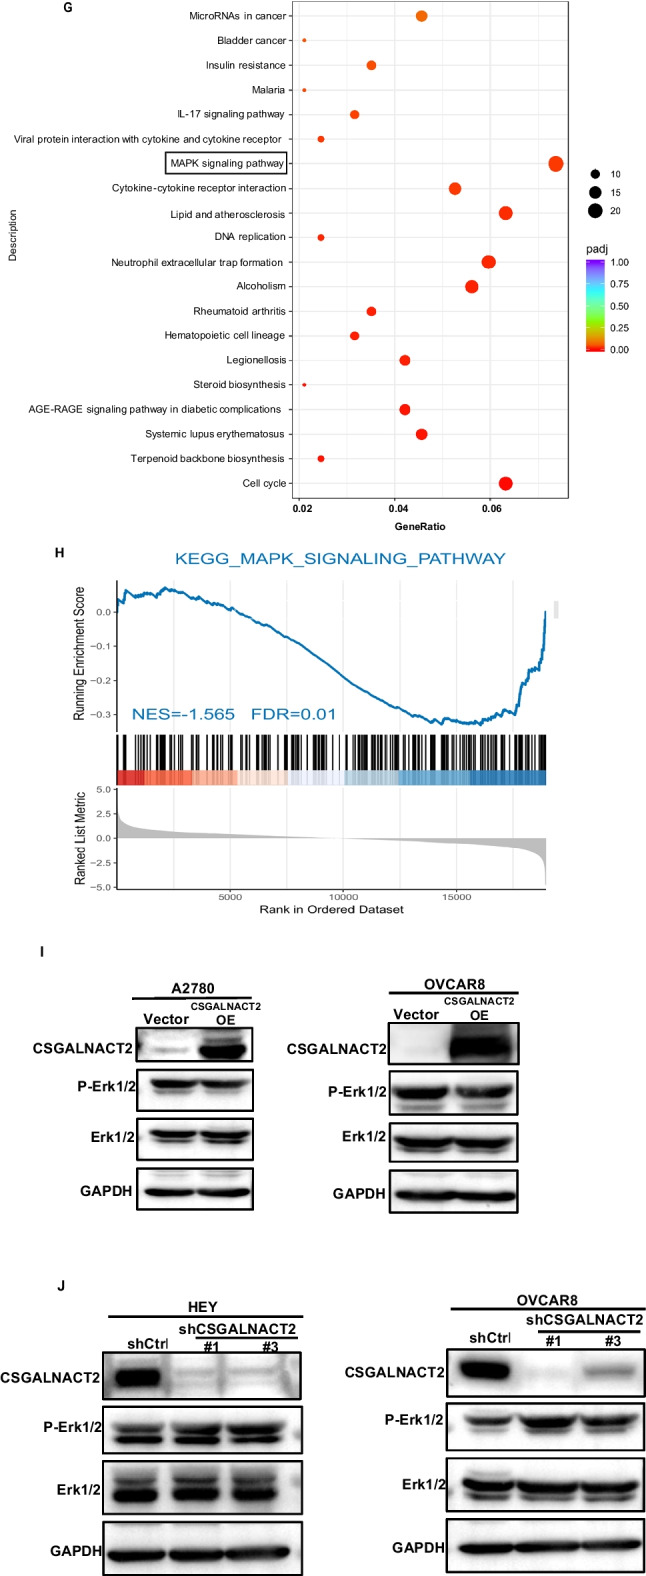
CSGALNACT2 suppresses ovarian cancer migration and invasion via DUSP1 modulation of MAPK/ERK pathway. **A** Volcano plot of the distribution of differentially expressed genes (DEGs) by RNA-seq in HEY cell lines with stable overexpression of CSGALNACT2. Red and blue dots represented statistically significant up- and down-regulated CSGALNACT2, respectively. **B** Heatmap showed the 20 DEGs with the most significant up- and down-regulation in the upregulated CSGALNACT2 group compared with the control group. **C-D** qRT-PCR analyzed the expression of core genes, such as RASSF6, DUSP1, TXNIP in HEY cells **C** and OVCAR8 cells **D** with up- and down-regulated CSGALNACT2. *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001; ns, not statistically. **E** The correlation of GO biological process, molecular function, and CSGALNACT2 was analyzed by GSEA via RNA-Seq data. **F** Reactome analysis of the relationship between various reactions and biological pathways and CSGALNACT2 expression via RNA-Seq data. **G-H** The correlation of KEGG pathways and CSGALNACT2 was analyzed by GSEA via RNA-Seq data. **I-J** MAPK signaling pathway related proteins (p-Erk1/2, Erk1/2) were detected by western blotting in HEY, OVCAR8 and A2780 cells

To explore the potential biological process and molecular function of CSGALNACT2 in ovarian cancer, we used GSEA to analyze the correlation of CSGALNACT2 expression with biological processes and molecular functions. The enrichment results of Gene Ontology (GO) enrichment analysis are shown in Fig. 5E. There existed statistically significant differences in terms of the enrichment score of receptor regulator or ligand activity, nuclear chromosome part, and regulation of signaling receptor activity. 

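CXCL8, a chemokine that attracts neutrophils, fell from 2164 ± 1022 FPKM (SD, n = 3 libraries) in Vector cells to 288 ± 144 FPKM (SD, n = 3 libraries) in oeCSGALNACT2 cells. IL1B, an inflammatory cytokine, fell from 552 ± 11.1 to 170 ± 31.2 FPKM (SD, n = 3 libraries each), the chemokine gene CXCL3 from 47.4 to 19.7 FPKM, and TNFSF15, a ligand of the TNF family, from 12.4 to 3.06 FPKM. Among the growth factors, VEGFA, which drives vessel growth, fell from 8.84 to 2.99 FPKM, BMP2, a bone morphogenetic protein, from 5.46 to 1.59 FPKM, and HBEGF, a ligand of the EGF receptor, from 26.5 to 8.32 FPKM. The log2 fold changes were -2.92 for CXCL8 (SE 0.43, adjusted p = 0.039 from limma) and -1.71 for IL1B (SE 0.17, adjusted p = 0.0154 from limma).

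Of 18 tested genes of inflammatory cytokines, 6 fell and none rose in limma (11 and none when adjusted over the list alone, 14 and 1 with the replicate number as a block). Their median log2 fold change was -1.22, and the list ranked lower as a set (adjusted p = 4.87e-10 from camera), with adjusted p = 0.0278 with an estimated correlation. With both the block and an estimated correlation, its adjusted p was 0.322. That setting has few residual degrees of freedom, and no list of any kind passed in it. Of 57 tested growth factor genes, 8 fell and none rose (17 and 3 when adjusted over the list alone, 27 and 10 with the block), with a median of -0.21 (adjusted p = 0.00149 from camera), and adjusted p = 0.163 with an estimated correlation.

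Of 25 tested histone genes, 5 rose and H1F0 fell in limma (11 and 1 when adjusted over the list alone, 16 and 3 with the block). HIST1H4H rose from 0.254 ± 0.0729 to 3.62 ± 1.28 FPKM, HIST2H2BE from 2.38 ± 0.134 to 6.67 ± 0.597 FPKM and HIST1H2BG from 0.442 ± 0.209 to 2.90 ± 0.422 FPKM (SD, n = 3 libraries each). Copies of a histone gene are near-identical, so the reads of single copies are uncertain. The median was 0.65 (adjusted p = 9.76e-06 from camera), with adjusted p = 0.0968 with an estimated correlation. The paper's tables were read before these lists were written, so they are not blind to its genes. Of the 10 genes given here with FPKM values, 4 passed in limma without Vector replicate 1, 10 without oeCSGALNACT2 replicate 1 and none without any other library, with adjusted p up to 0.216.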

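HSPA8, the constitutive HSP70 chaperone, rose from 187 ± 36.3 FPKM (SD, n = 3 libraries) in Vector cells to 695 ± 106 FPKM (SD, n = 3 libraries) in oeCSGALNACT2 cells, and its cochaperone DNAJB1 from 11.2 ± 0.90 to 36.4 ± 4.33 FPKM (SD, n = 3 libraries each). The cochaperone gene DNAJA4 rose from 1.86 to 4.19 FPKM. ATF3, a transcription factor of the stress response, fell from 3.44 to 0.799 FPKM, and PPP1R15A, which directs the dephosphorylation of eIF2α, from 131 to 37.0 FPKM. The log2 fold changes were 1.90 for HSPA8 (SE 0.20, adjusted p = 0.0166 from limma), 1.62 for DNAJB1 (SE 0.17, adjusted p = 0.0166 from limma), -1.31 for ATF3 and -1.78 for PPP1R15A.

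Of 37 tested heat shock genes, 4 rose and none fell in limma (10 and none when adjusted over the list alone, 26 and 1 with the replicate number as a block). The list ranked higher as a set (adjusted p = 3.94e-09 from camera), with adjusted p = 0.069 with an estimated correlation. Of 36 tested immediate early genes, which are induced within minutes of a stimulus, 6 fell and none rose (16 and none when adjusted over the list alone, 27 and 2 with the block). Their median log2 fold change was -0.67 (adjusted p = 1.59e-10 from camera), with adjusted p = 0.168 with an estimated correlation. The immediate early genes were also lower in replicate 1 than in replicates 2 and 3 across both groups, with a median log2 difference of -0.48 (adjusted p = 0.0391 from camera, 0.809 with an estimated correlation). Of 22 tested genes of the endoplasmic reticulum, ERN1, a sensor of unfolded proteins, fell from 6.02 to 1.87 FPKM and none rose (2 fell and 7 rose when adjusted over the list alone, 5 and 14 with the block). Their median was 0.39, so the list ranked higher as a set although its only called member fell (adjusted p = 0.0156 from camera), with adjusted p = 0.225 with an estimated correlation and 0.158 without oeCSGALNACT2 replicate 1. The adjusted p was 0.0556 from fry and 0.0907 from fgsea on the signed statistic.

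Of 27 tested targets of p53, GADD45A, a growth arrest and DNA damage gene, fell from 153 to 43.7 FPKM and none rose in limma (1 and 1 when adjusted over the list alone, 9 and 12 with the block), and the adjusted p from camera was 0.432. Of 29 tested hypoxia genes, VEGFA and the glucose transporter gene SLC2A3, from 10.1 to 5.14 FPKM, fell and none rose (5 and none when adjusted over the list alone, 11 and 8 with the block), and the adjusted p from camera was 0.242. It was 0.0192 from fry, 0.0103 from fgsea on the log2 fold change and 0.0574 from fgsea on the signed statistic. None of 25 tested targets of NRF2, the regulator of the antioxidant response, passed in limma (6 at an unadjusted p under 0.05, 0 in edgeR and 2 in DESeq2 on recovered reads), and 11 rose and 2 fell with the block. When adjusted over the list alone, HMOX1 rose and SLC7A11 fell, both named after their values were seen. The list ranked higher as a set (adjusted p = 0.0156 from camera), with adjusted p = 0.137 with an estimated correlation and 0.0668 from fgsea on the signed statistic. Of the 8 genes given here with FPKM values, apart from VEGFA, 5 passed in limma without Vector replicate 1, 5 without oeCSGALNACT2 replicate 1 and none without any other library, with adjusted p up to 0.301.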

And, the results of Reactome analysis indicated that cellular responses to external stimuli and cellular responses to stress were associated with CSGALNACT2 expression (Fig. 5F). Moreover, GSEA analysis was also performed to explore the correlation between CSGALNACT2 expression and oncogenic pathways. 

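SPRY2, a feedback inhibitor of receptor tyrosine kinases, fell from 52.8 ± 1.87 FPKM (SD, n = 3 libraries) in Vector cells to 19.1 ± 1.16 FPKM (SD, n = 3 libraries) in oeCSGALNACT2 cells, and PHLDA1, a pleckstrin homology domain protein induced by growth factors, from 114 to 42.7 FPKM. PCNA, the sliding clamp of DNA polymerase, rose from 43.0 ± 3.95 to 132 ± 32.9 FPKM (SD, n = 3 libraries each), and the origin licensing genes CDC6 and ORC1 rose from 6.57 to 21.5 FPKM and from 3.52 to 9.69 FPKM. SQLE, which encodes squalene epoxidase, rose from 26.8 ± 3.70 to 77.4 ± 8.87 FPKM (SD, n = 3 libraries each), and HMGCS1, an earlier enzyme of the same pathway, from 4.29 to 18.7 FPKM. MAPK3, which encodes ERK1, had a log2 fold change of -0.20 (SE 0.39, adjusted p = 0.858 from limma).

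Of 187 tested genes of the MAPK pathway, 5 fell (DUSP1, DUSP5, GADD45A, IL1B and VEGFA) and 2 rose (HSPA1A and HSPA8) in limma (13 and 4 when adjusted over the list alone, 59 and 38 with the replicate number as a block). The members called in limma without the block are phosphatases, ligands, chaperones and a growth arrest gene, none of them a kinase. Kinase genes are not thereby shown to be unchanged. The kinase gene RPS6KA2 had 4599 reads in Vector and 1201 in oeCSGALNACT2 cells, and TAOK2 had 1046 and 2867. The pathway's adjusted p was 0.143 from camera, 0.341 with an estimated correlation, 0.0286 over all genes with any FPKM above 0, and 0.00797 from fgsea on the signed statistic, with a normalized enrichment score of -1.51. Called genes were more frequent in this list than among the other tested genes (Fisher's exact test, two-sided, p = 0.0134). The list was written with the paper's pathway genes, chosen on these libraries, already read, so this p is not independent evidence. Of 32 tested output genes of ERK, which are transcribed on ERK activity, 6 fell and none rose (18 and 1 when adjusted over the list alone, 23 and 1 with the block). Their median log2 fold change was -0.61, and the list ranked lower as a set (adjusted p = 1.76e-10 from camera, 0.0278 with an estimated correlation). With both the block and an estimated correlation, the adjusted p of the ERK list was 0.197.

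Of 60 tested genes of the G1/S transition and DNA replication, 14 rose and none fell in limma (32 and none when adjusted over the list alone, 51 and none with the block). Their median was 0.80 (adjusted p = 9.24e-25 from camera, 0.0384 with an estimated correlation and 0.197 with both the block and an estimated correlation). None of 54 tested genes of G2/M and mitosis passed in limma or edgeR (6 at an unadjusted p under 0.05 in limma and 2 in DESeq2 on recovered reads, none when adjusted over the list alone), and 19 rose and 12 fell with the block. Their adjusted p was 0.06 from camera, 0.444 with an estimated correlation and 0.564 with both the block and an estimated correlation. At the preset correlation it was 0.00146 without Vector replicate 1, 0.0107 without oeCSGALNACT2 replicate 2, 0.0192 without oeCSGALNACT2 replicate 3 and 0.0408 over all genes with any FPKM above 0. With the GC trend removed and the block it was 0.0114, and on log2 CPM of recovered reads 0.0497. Of 6 tested genes of CDK inhibitors, CDKN1C, which encodes p57, fell from 19.1 to 1.95 FPKM and none rose (3 and 1 when adjusted over the list alone, 3 and 2 with the block), and the adjusted p was 0.165 from camera and 0.00599 from fry. Of 25 tested genes of cholesterol synthesis, 3 rose and none fell (15 and none when adjusted over the list alone, 20 and none with the block), among them NSDHL, a sterol dehydrogenase, from 7.62 to 19.3 FPKM. Their median was 0.93 (adjusted p = 1.76e-10 from camera, 0.0278 with an estimated correlation). With the block added to an estimated correlation, the adjusted p of the cholesterol list was 0.197. Of 18 tested genes of fatty acid synthesis, SCD, a desaturase, rose from 76.9 to 182 FPKM and none fell (1 and none when adjusted over the list alone, 9 and 1 with the block), with adjusted p = 0.0127 from camera and 0.161 with an estimated correlation. Of 8 tested genes of cholesterol export, ABCG1 fell and none rose (2 and none when adjusted over the list alone, 2 and 1 with the block), with adjusted p = 0.361 from camera in limma.

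Supplementary Table 1 of the paper lists 106 genes under 19 KEGG pathways. Of these, 93 were tested and all 93 had a log2 fold change in the direction the table gives. Of the 93, 18 up and 24 down passed in limma, and 48 up and 45 down with the block. Under the MAPK signaling pathway the table lists 21 genes, of which 18 were tested and 7 passed (18 with the block); under Lipid and atherosclerosis it lists 18, of which 14 were tested and 7 passed (14 with the block); under Cell cycle it lists 18, of which 17 were tested and 8 passed (17 with the block). None of the genes of these 3 entries passed in limma without Vector replicate 2, Vector replicate 3, oeCSGALNACT2 replicate 2 or oeCSGALNACT2 replicate 3, and 11 of the Lipid and atherosclerosis entry passed without oeCSGALNACT2 replicate 1. The MAPK and Lipid and atherosclerosis entries share 6 genes, HSPA1A, HSPA1B, HSPA8, HSPA2, IL1B and DDIT3. These genes were chosen on the same libraries and are not independent evidence of their direction, and the MAPK, G1/S and cholesterol lists were written with the table already read. Of the 10 genes given here with FPKM values for the first time, 4 passed in limma without Vector replicate 1, 9 without oeCSGALNACT2 replicate 1 and none without any other library, with adjusted p up to 0.262.

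**Figure D3:**
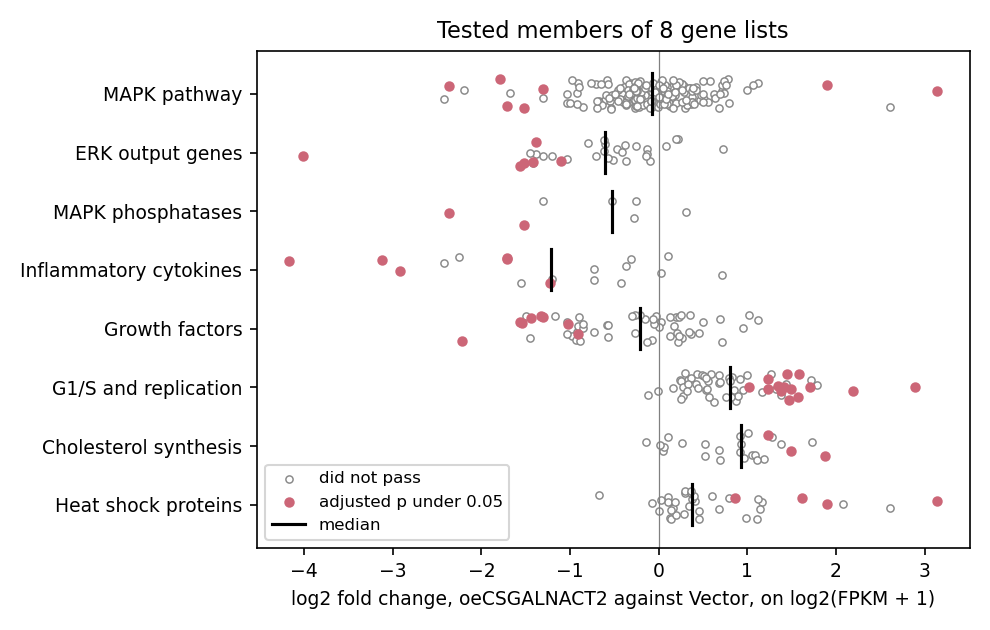
Log2 fold change, oeCSGALNACT2 against Vector, on log2(FPKM + 1), of each tested member of 8 gene lists (points; red, adjusted p under 0.05 in limma; open, did not pass; black bar, median). The medians lie at -0.61 for ERK output genes and -1.22 for inflammatory cytokines, at 0.80 for G1/S and replication and 0.93 for cholesterol synthesis, and at -0.08 for the MAPK pathway.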

KEGG pathway analysis demonstrated that the expression of CSGALNACT2 in ovarian cancer was correlated with the MAPK signaling pathway, Lipid and atherosclerosis, and Cell cycle, and the highest correlation was with the MAPK signaling pathway (Fig. 5G and H, Supplementary Table 1). Furthermore, we investigated the activity of MAPK/ERK pathway by measuring ERK1/2 phosphorylation levels following the RNAi knockdown or over-expression of CSGALNACT2. The over-expression of CSGALNACT2 resulted in a slight reduction of p-ERK1/2 in A2780 and OVCAR8 cell lines (Fig. 5I). To investigate if this modest increase was due to the sufficiency of endogenous CSGALNACT2, we conducted RNAi knockdown of endogenous CSGALNACT2 in OVCAR8 cells and observed significant increases in p-ERK1/2 levels (Fig. 5J). A similar trend was observed in HEY cells in which endogenous CSGALNACT2 expression was appreciable (Fig. 5J). Together, these data provide additional evidence that CSGALNACT2 exerts its effects via negatively regulating a subset of MAPK activity, likely downstream of DUSP1.

### Correlation analysis of CSGALNACT2 with immunotherapy and immune cell infiltration

Previous studies have confirmed that the abnormal number of different immune cells could affect the tumor's immune response and CSGALNACT2 expression was positively associated with the level of immune cells in colon adenocarcinoma (COAD) and rectum adenocarcinoma (READ) [23]. To further investigate the effect of CSGALNACT2 expression on ovarian cancer prognosis under different immune cell-enriched or decreased conditions, we performed a survival analysis of ovarian cancer patients in the TCGA cohort. Here, Kaplan–Meier analysis showed that the CD8^+^T cell enriched/ CSGALNACT2high group was associated with worse prognosis of ovarian cancer patients, compared with the CD8^+^T cell enriched/ CSGALNACT2low group (HR = 2.98, *P* = 0.0006). While, when CD8^+^T cells decreased, the abnormal expression of CSGALNACT2 did not affect the prognosis of ovarian cancer (Fig. 6A). However, the CD4^+^T cell enriched/ CSGALNACT2high group was associated with a better prognosis of ovarian cancer patients, but the CD4^+^T cell decreased / CSGALNACT2high group predicted poor survival of ovarian cancer patients (Fig. 6B). In addition, the expression of CSGALNACT2 did not affect the prognosis of patients with ovarian cancer regardless of the increase or decrease of regulatory T cells (Fig. 6C).

**Fig. 6:**
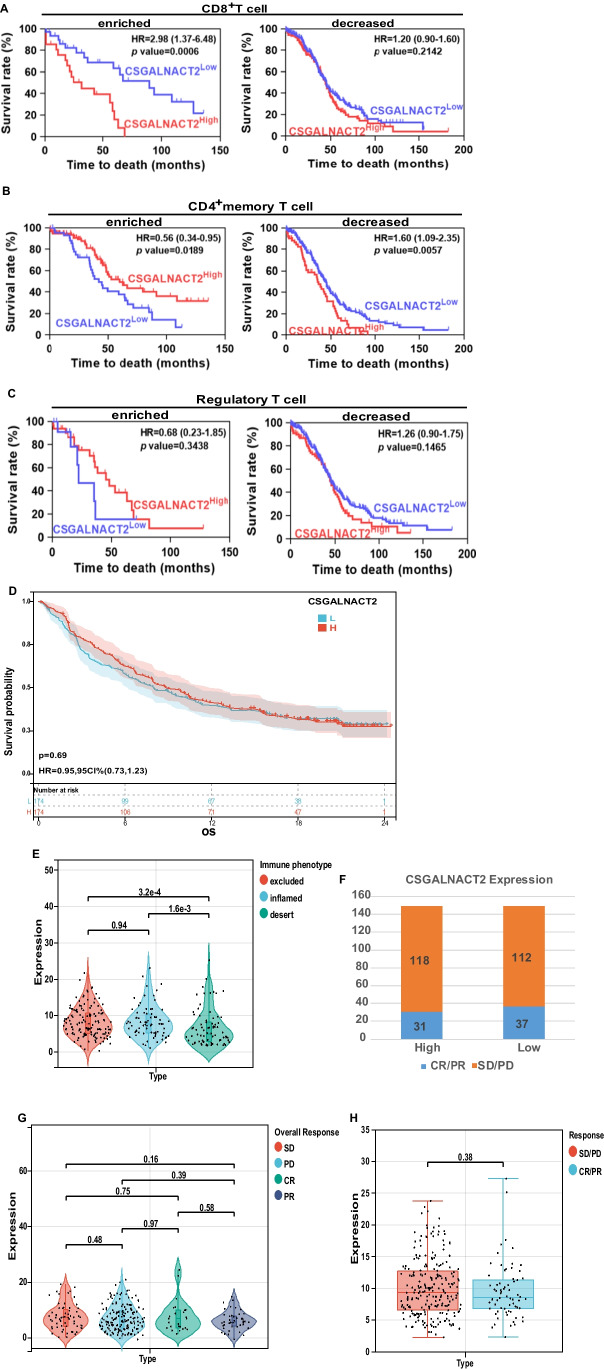
Correlation analysis of CSGALNACT2 with immunotherapy and immune cell infiltration. **A** Kaplan–Meier curves were plotted based on the different groups of CSGALNACT2/CD8 + T cell enriched or decreased, CSGALNACT2/CD4 + memory T cell enriched or decreased, **B** CSGALNACT2/Regulatory T cell enriched or decreased **C** in TCGA cohort. **D** Survival analyses for high (174 cases) and low (174 cases) CSGALNACT2 expression patient groups in the anti-PD-L1 immunotherapy cohort using Kaplan–Meier curves (IMvigor210 cohort). **E** Differences in CSGALNACT2 among distinct tumor immune phenotypes in the IMvigor210 cohort. The lines in the boxes represented the median value by the Kruskal–Wallis test. **F** The number of patients with response to PD-L1 blockade immunotherapy in high or low CSGALNACT2 expression groups. SD, stable disease; PD, progressive disease; CR, complete response; PR, partial response. **G** The distribution of CSGALNACT2 in different anti-PD-L1 clinical response groups. **H** The correlation of CSGALNACT2 with immunotherapy response, Wilcoxon rank sum was applied for the significance test

Prompted by the distinct correlation between CSGALNACT2 expression and patient prognosis in the context of specific immune cell composition, our interest was drawn to the potential role of CSGALNACT2 in influencing the clinical outcome of ICB therapies, such as anti-PD-L1 immunotherapy. To this end, we interrogated an immunotherapeutic dataset of urothelial cancer called IMvigor210 cohort from Mariathasan et al. [25]. From the results, we could see that CSGALNACT2 upregulation had no significant impact on survival (Fig. 6D). In addition, the correlation of different CSGALNACT2 expression with different immune phenotypes (desert, excluded, inflamed) was also explored, the results indicated that patients with desert immune phenotype were more likely to unfavorable for immunotherapy, while the other two types exhibited the opposite (Fig. 6E). The results demonstrated that higher CSGALNACT2 expression was found to be associated with inflamed and excluded immune phenotypes while the lower one was associated with the desert type, which meant that patients with CSGALNACT2 downregulation are less likely to benefit from immunotherapy. In addition, we further investigated the therapeutic responsiveness and clinical benefits of anti-PD-L1 immunotherapy by comparing different CSGALNACT2 expression cohorts, we found that the expression of CSGALNACT2 had no significant impact on immunotherapy in cancer patients (Fig. 6F-H). The above results strongly indicated that CSGALNACT2 could represent the immune status of TME, which might play an essential part in forecasting the response to immunotherapy as well.

## Discussion

Ovarian cancer is one of the most lethal gynecological malignancies [26]. One of the main factors contributing to the high mortality rate is the advanced stage of the disease at diagnosis. The 5-year relative survival rate for late-stage disease was 29%, compared to 92% for early-stage disease [27]. Although surgical resection active chemotherapy and radiation therapy have been proven to be beneficial, the prognosis of ovarian cancer remains poor [28]. There has been no substantial improvement in survival rates for ovarian cancer patients over the past two decades [29]. These adverse clinical outcomes are largely a result of unresolved metastases, relapses, and the occurrence of intrinsic or acquired drug resistance [30]. Therefore, a better understanding of the underlying pathways of tumorigenesis, progression, and metastasis may help to design more effective treatment strategies for ovarian cancer.

Several studies have investigated the role of chondroitin sulfate in cancer, providing evidence for its important role in cell proliferation, migration, apoptosis, and differentiation [31, 32]. Chondroitin sulfate N-acetylgalactosami-nyltransferase-2 is a vital Golgi transferase that participates in the enzymatic elongation of the chondroitin sulfate chain and initiation of the chondroitin sulfate synthesis [16]. Previous studies have revealed that CSGALNACT2 is associated with osteoarthritic of the knee, atherosclerosis, pediatric high-grade glioma, multiple myeloma, as well as colorectal cancer [19–23]. The high expression of CSGALNACT2 was significantly associated with a shorter Overall survival rate in COAD and READ [23]. Martinez-Romero et al. [33] have shown that upregulation of CSGALNACT2 is associated with poor prognosis in colorectal cancer. However, unlike previous studies, this study found that CSGALNACT2 expression is downregulated in ovarian cancer and ovarian cancer metastasis, and high expression is associated with better prognosis in ovarian cancer patients.

There are no studies that have evaluated the role of CSGALNACT2 in the regulation of ovarian cancer cells in ovarian cancer. Based on this phenomenon, we explored the possible role and mechanism of CSGALNACT2 in ovarian cancer. The results of functional experiments showed that CSGALNACT2 can inhibit migration, invasion, and clone formation of ovarian cancer while promoting the motility of normal ovarian epithelium. Research showed that CSGALNACT2, as well as CSGALNACT1, exhibited GalNAcT activity in both the initiation and elongation of the CS synthesis in vitro [16]. Decreased expression of CSGALNACT1 can increase the numbers of dead and apoptotic cells and significantly decrease cell viability in prostate cancer cells [34]. And CSGALNACT2 deletion attenuated aortic smooth muscle cell migration [35]. Different from previous studies, our study showed that CSGALNACT2 overexpression inhibited migration and invasion, as well as the ability to clone normal ovarian epithelium, while CSGALNACT2 knockdown inhibited these functions. At the same time, we showed that downregulation of CSGALNACT2 promoted clonogenic growth and motility in normal ovarian epithelial cells (IOSE) with no effect on cell proliferation. The observed experimental phenomena are in agreement with a previous report by Jagmohan Hooda and colleagues [36], who reported a stable loss of H2Bub1-promoted clonogenic growth and motility in immortalized FTSECs with little to no effect on cell proliferation. Clonogenic growth and enhanced cell migration are distinctive features of advanced tumors, suggesting that decreased CSGALNACT2 expression in ovarian neoplasms may potentially facilitate cancer progression. Moreover, the fact that CSGALNACT2 suppressed clonogenicity without impacting cellular proliferation suggests that it acts specifically on a subset of MAPK-mediated function pertaining to migration and colonization downstream of DUSP1.In IHC analysis of clinical normal ovarian tissue, ovarian cancer tissue, and metastatic tissue, the expression of CSGALNACT2 gradually decreased and significantly decreased in metastatic lesions, which was confirmed by qRT-PCR and RNA-seq. Meanwhile, IHC analysis of in vivo experiments again showed that CSGALNACT2 expression gradually decreased with the progression of ovarian cancer, with the lowest expression in advanced stages and metastases.

Previous studies have shown that chondroitin sulfate in the ECM acts on tumor cells to promote tumor progression. chondroitin sulfate can mediate N-cadherin/β-catenin signaling [17] and also can control EGF signaling [18]. It is well known that the typical MAPK (mitogen-activated protein kinase) signaling pathway regulates a range of tumorigenesis [37], and its activity is self-limiting under physiological conditions, dephosphorylation and inactivation of the MAPK signaling pathway through rapid phosphorylation and upstream inhibition, such as DUSPs [38]. However, the pathway can be continuously activated under abnormal conditions, thus driving tumor progression [39]. Dual-specificity phosphatase 1 (Dusp1), also known as MAPK phosphatase 1, is a nuclear mitogen and stress-inducible MAPK phosphatase [40], which can negatively modulate the MAPK pathway by dephosphorylation of MAPKs, and participate in various cellular responses, including inflammation, cell proliferation, and apoptosis [41]. In this study, RNA-seq analysis of the stable strain after CSGALNACT2 overexpression showed that DUSP1 was significantly down-regulated, when stable depletion of CSGALNACT2, DUSP1 expression was significantly increased. At the same time, KEGG enrichment analysis of RNA-seq results showed that the MAPK pathway was significantly enriched. Furthermore, we confirmed that overexpression of CSGALNACT2 resulted in a slight reduction of p-ERK1/2 in A2780 and OVCAR8 cell lines and knockdown of CSGALNACT2 can significantly increase p-ERK1/2 levels in OVCAR8 and HEY cells. To sum up, this study for the first time found that CSGALNACT2 exert its biological function through the MAPK/ERK pathway.

Recently, researchers have had a strong interest in the field of immunotherapy, which has been proven to be effective in the treatment of human malignant tumors [42]. It is reported that the phenotype and function of major immune cell subsets (including bone marrow cells, macrophages, dendritic cells, and T cells) in the ovarian cancer microenvironment have changed in response to immunotherapy [43]. Mounting studies have indicated that several immune infiltrating cells are conducive to the favorable prognosis of patients with ovarian cancer, especially CD8^+^T cells, CD4^+^T cells, and natural killer cells [44–46]. Previous research has demonstrated that the CSGALNACT2 expression was positively associated with the level of immune cells (including dendritic cell, neutrophil, macrophage, CD4^+^T Cell, and CD8^+^T Cell), and high expression of CSGALNACT2 was significantly associated with shorter overall survival (OS) rate in COAD and READ [23]. In this study, we observed that the expression of CSGALNACT2 is correlated with immune cells (including CD8^+^T cells, CD4^+^T cells, and regulatory T cells). The result showed that the CD8^+^T cell enriched/ CSGALNACT2high group was associated with a worse prognosis of ovarian cancer patients. However, the CD4^+^T cell enriched/ CSGALNACT2high group was associated with a better prognosis of ovarian cancer patients. In addition, the expression of CSGALNACT2 did not affect the prognosis of patients with ovarian cancer regardless of the increase or decrease of regulatory T cells. Currently, immunotherapy, especially immune checkpoint blocking (ICB) therapy, has achieved impressive success in cancers such as melanoma and non-small cell lung cancer [47], but the therapeutic value of immunotherapy in OC is still under investigation [48]. According to the status of tumor-infiltrating immune cells (TICs) in TME, tumors can be divided into two different types: hot tumors and cold tumors [49]. Although the tumor mutation burden (TMB) of OC is relatively high, it still falls into the category of cold tumors. Therefore, the overall response rate of immunotherapy for ovarian cancer is still unsatisfactory. Fangfang Xu and colleagues [50] have proven that higher expression of APOBEC3A was found to be strongly associated with inflamed immune phenotype, while the lower one was associated with the excluded and desert types, and higher APOBEC3A expression was tightly related to a better clinical response to immunotherapy through an immune cohort study. Interestingly, this study demonstrated that higher CSGALNACT2 expression was associated with inflamed and excluded immune phenotypes while the lower one was associated with the desert type, which meant that patients with CSGALNACT2 downregulation are less likely to benefit from immunotherapy. The above results strongly indicated that CSGALNACT2 could represent the immune status of TME, which might play an essential part in forecasting the response to immunotherapy as well. However, how CSGALNACT2 regulates immune infiltration and its role in anti-tumor immune response remains to be further studied.

## Conclusions

In summary, our research suggests that CSGALNACT2, as a new tumor suppressor gene in ovarian cancer, inhibit the development of ovarian cancer through the MAPK/ERK pathway. Meanwhile, CSGALNACT2 is associated with different immune cell infiltration, and low expression of CSGALNACT2 in ovarian cancer patients is not conducive to immunosuppressive therapy. Our findings provide a new potential target for the development and treatment of ovarian cancer.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

The data are available within the Article, Supplementary Information, or available from the authors upon request. Source data are provided with this paper.

# Supplementary material for: CSGALNACT2 restricts ovarian cancer migration and invasion by modulating MAPK/ERK pathway through DUSP1
**Source:** Cell Oncol (Dordr). 2023 Dec 12;47(3):897–915. doi: 10.1007/s13402-023-00903-9
**Supplement:** Supplementary file 1 — Supplementary file1

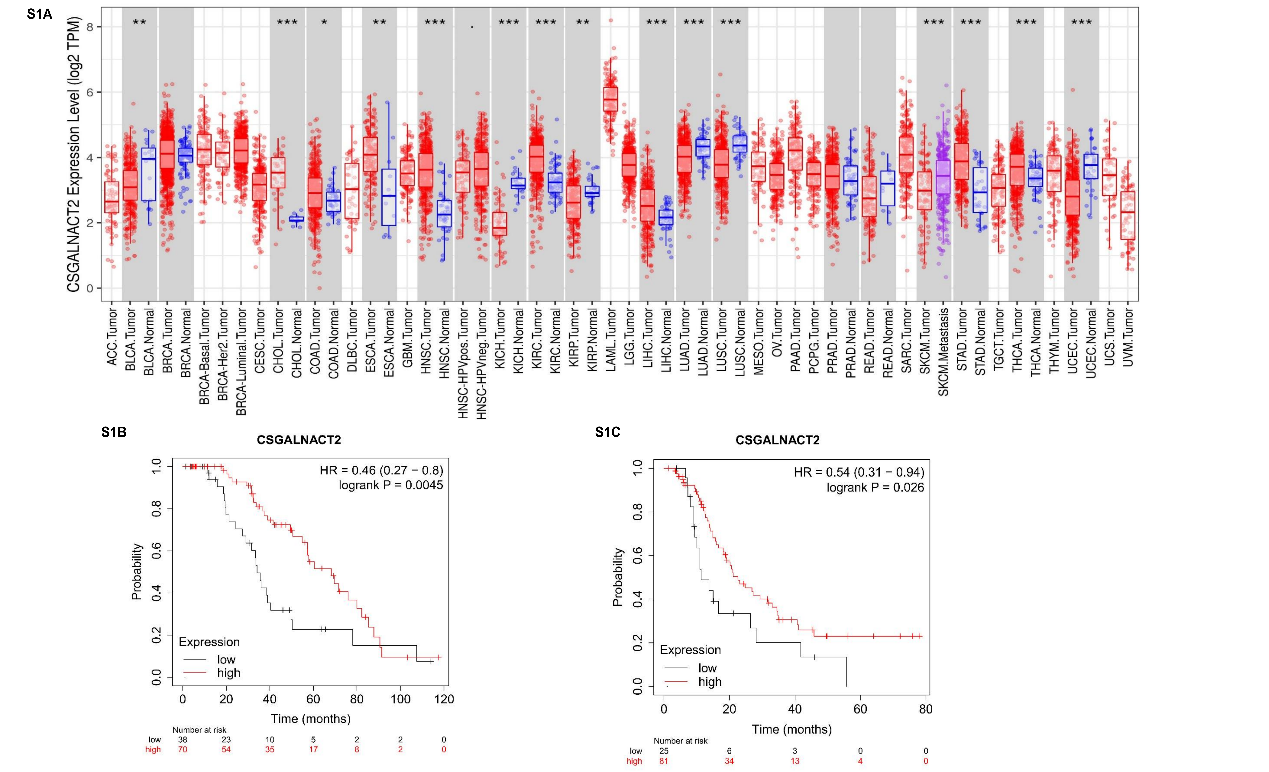

**Supplementary** **Fig. 1** **A** The differential expression between tumor and adjacent normal tissues for CSGALNACT2 across different types of cancers via the TIMER 2.0 ( [http://timer.cistrome.org/](%20http://timer.cistrome.org/)). **B-C** Kaplan–Meier analysis of CSGALNACT2 on overall survival (OS) and progression-free survival (PFS) of ovarian cancer patients with Docetaxel treatment from Kaplan–Meier plotter. *p < 0.05, ** p < 0.01, ***p < 0.001.

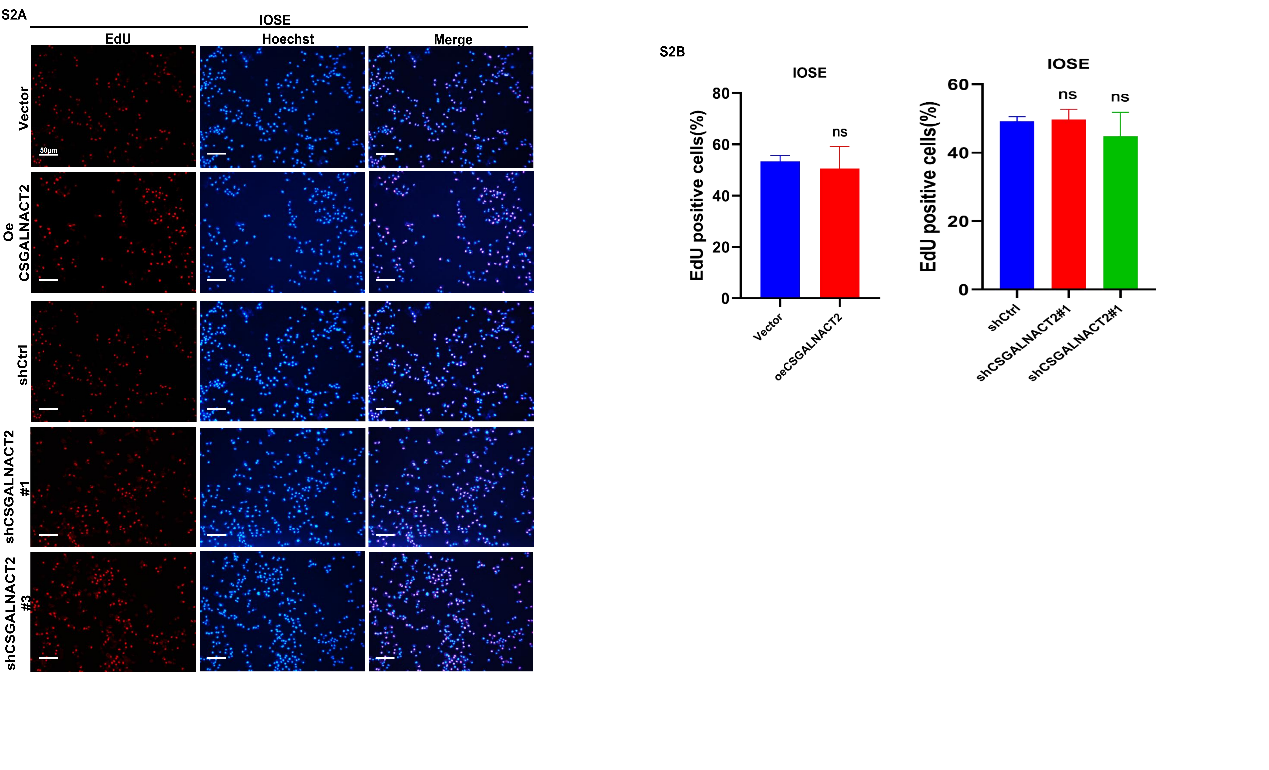

**Supplementary** **Fig. 2** **A-B** EdU assays were used to find out changes in cell proliferation after overexpression or knockdown of CSGALNACT2 in IOSE cells. Scale bar=50μm. ns, not statistically.

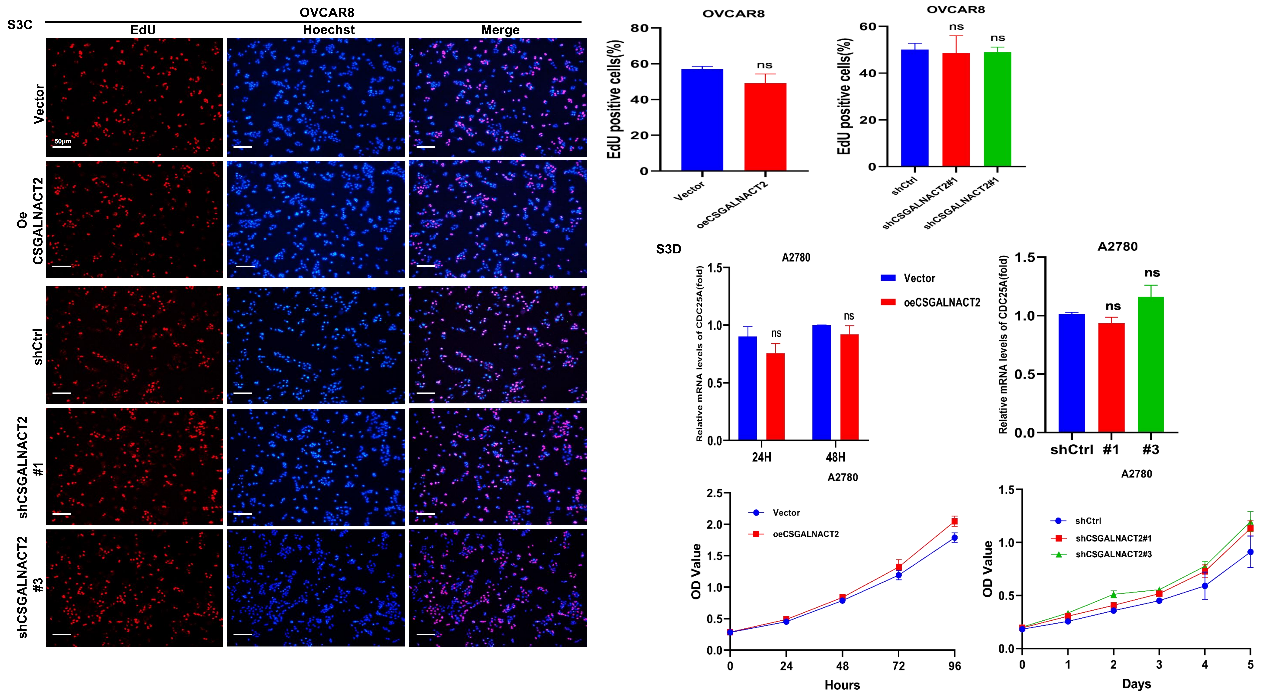

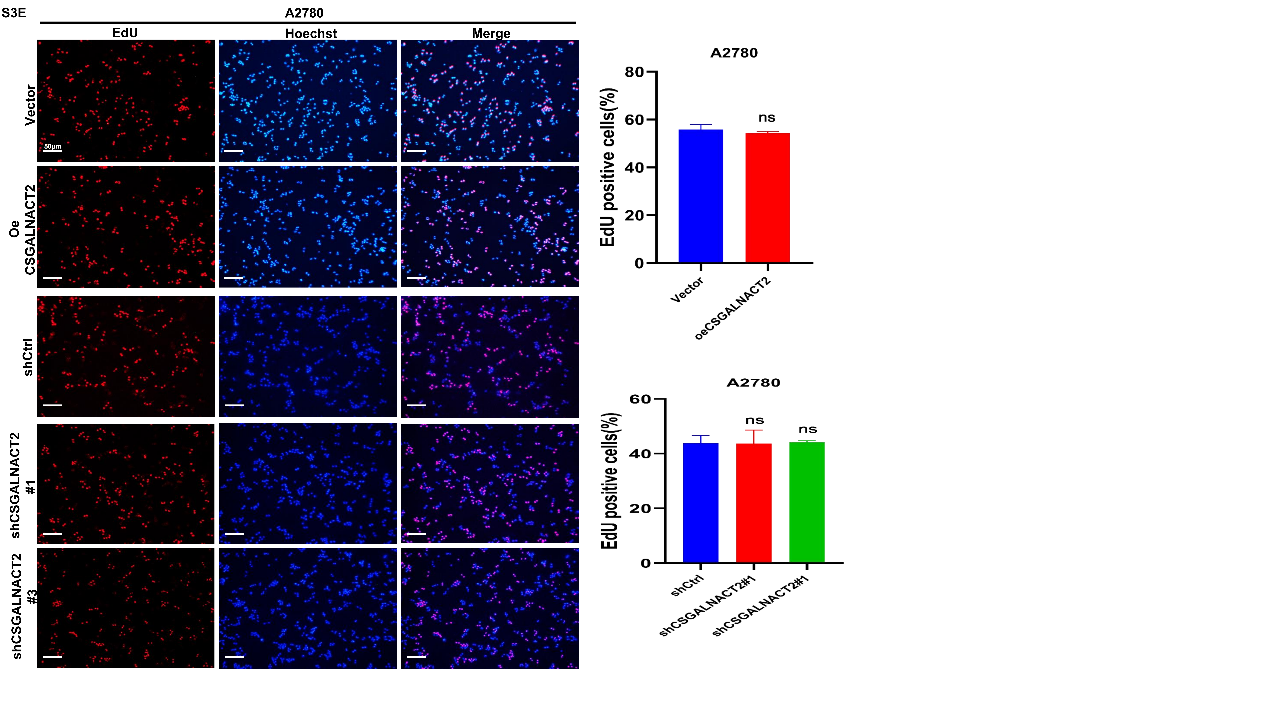

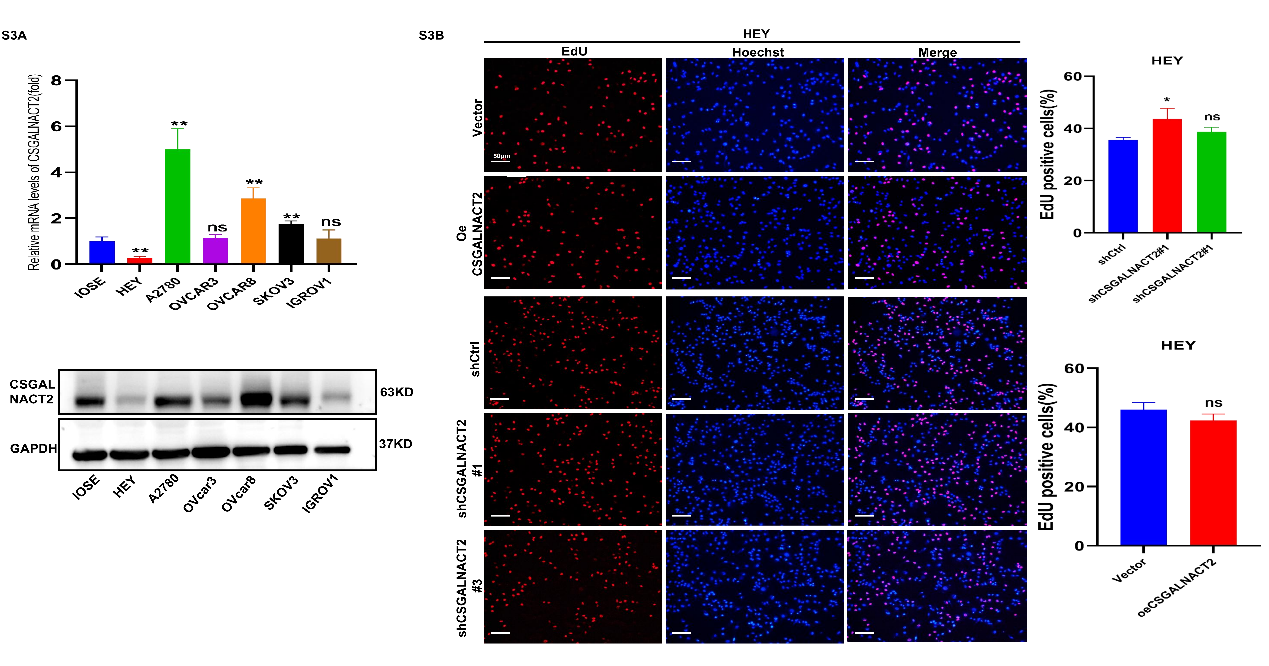

**Supplementary** **Fig. 3** **A** qRT-PCR and Western Blotting detected CSGALNACT2 mRNA and protein expression in normal ovarian epithelial cell line IOSE and six ovarian cancer cell lines. Original blots/gels are presented in Supplementary Figure 6F. **B-C** EdU assays were used to detect changes in cell proliferation after overexpression or knockdown of CSGALNACT2 in OVCAR8 and HEY cells. Scale bar=50μm. **D-E** CCK-8 assays and EdU assays were used to detect changes in cell proliferation after overexpression or knockdown of CSGALNACT2 in A2780 cells. Scale bar=50μm. *p≤0.05, ** p≤0.01, ns, not statistically.

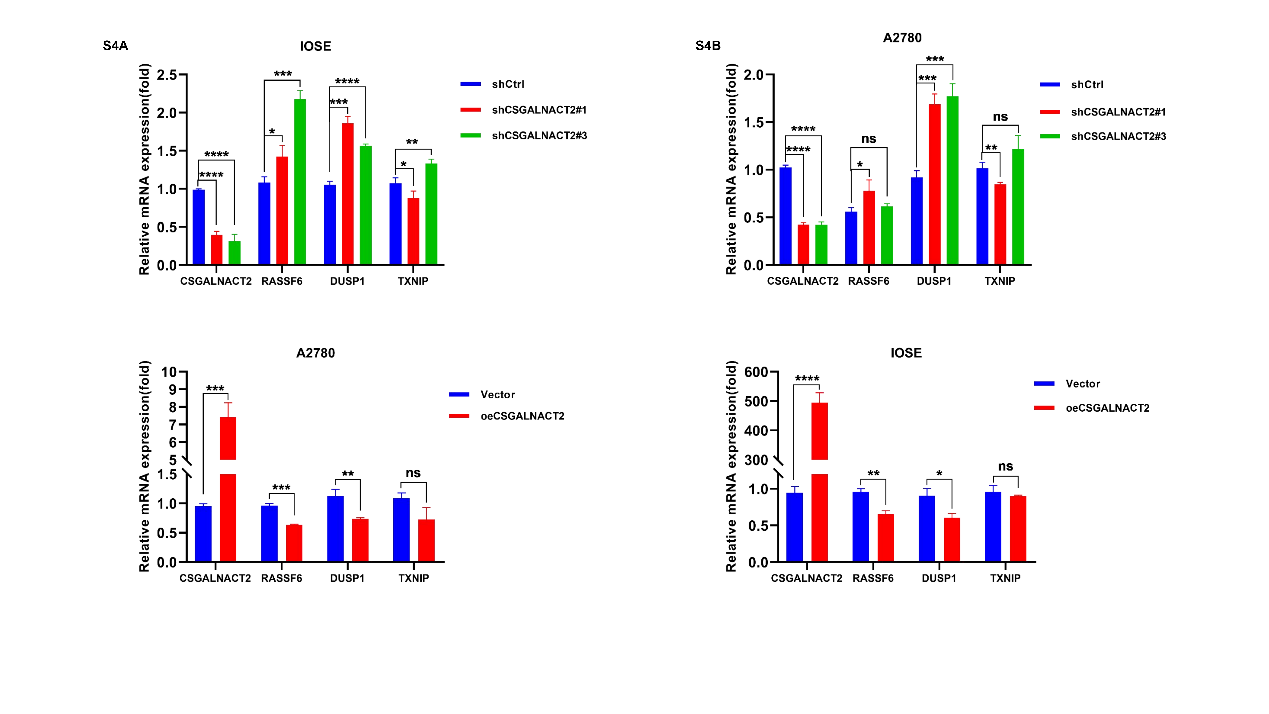

**Supplementary** **Fig. 4**. **A-B** The expression of core genes, such as RASSF6, DUSP1, and TXNIP in A2780 cells **A** and IOSE cells **B** with up- and down-regulated CSGALNACT2 by qRT-PCR.

**
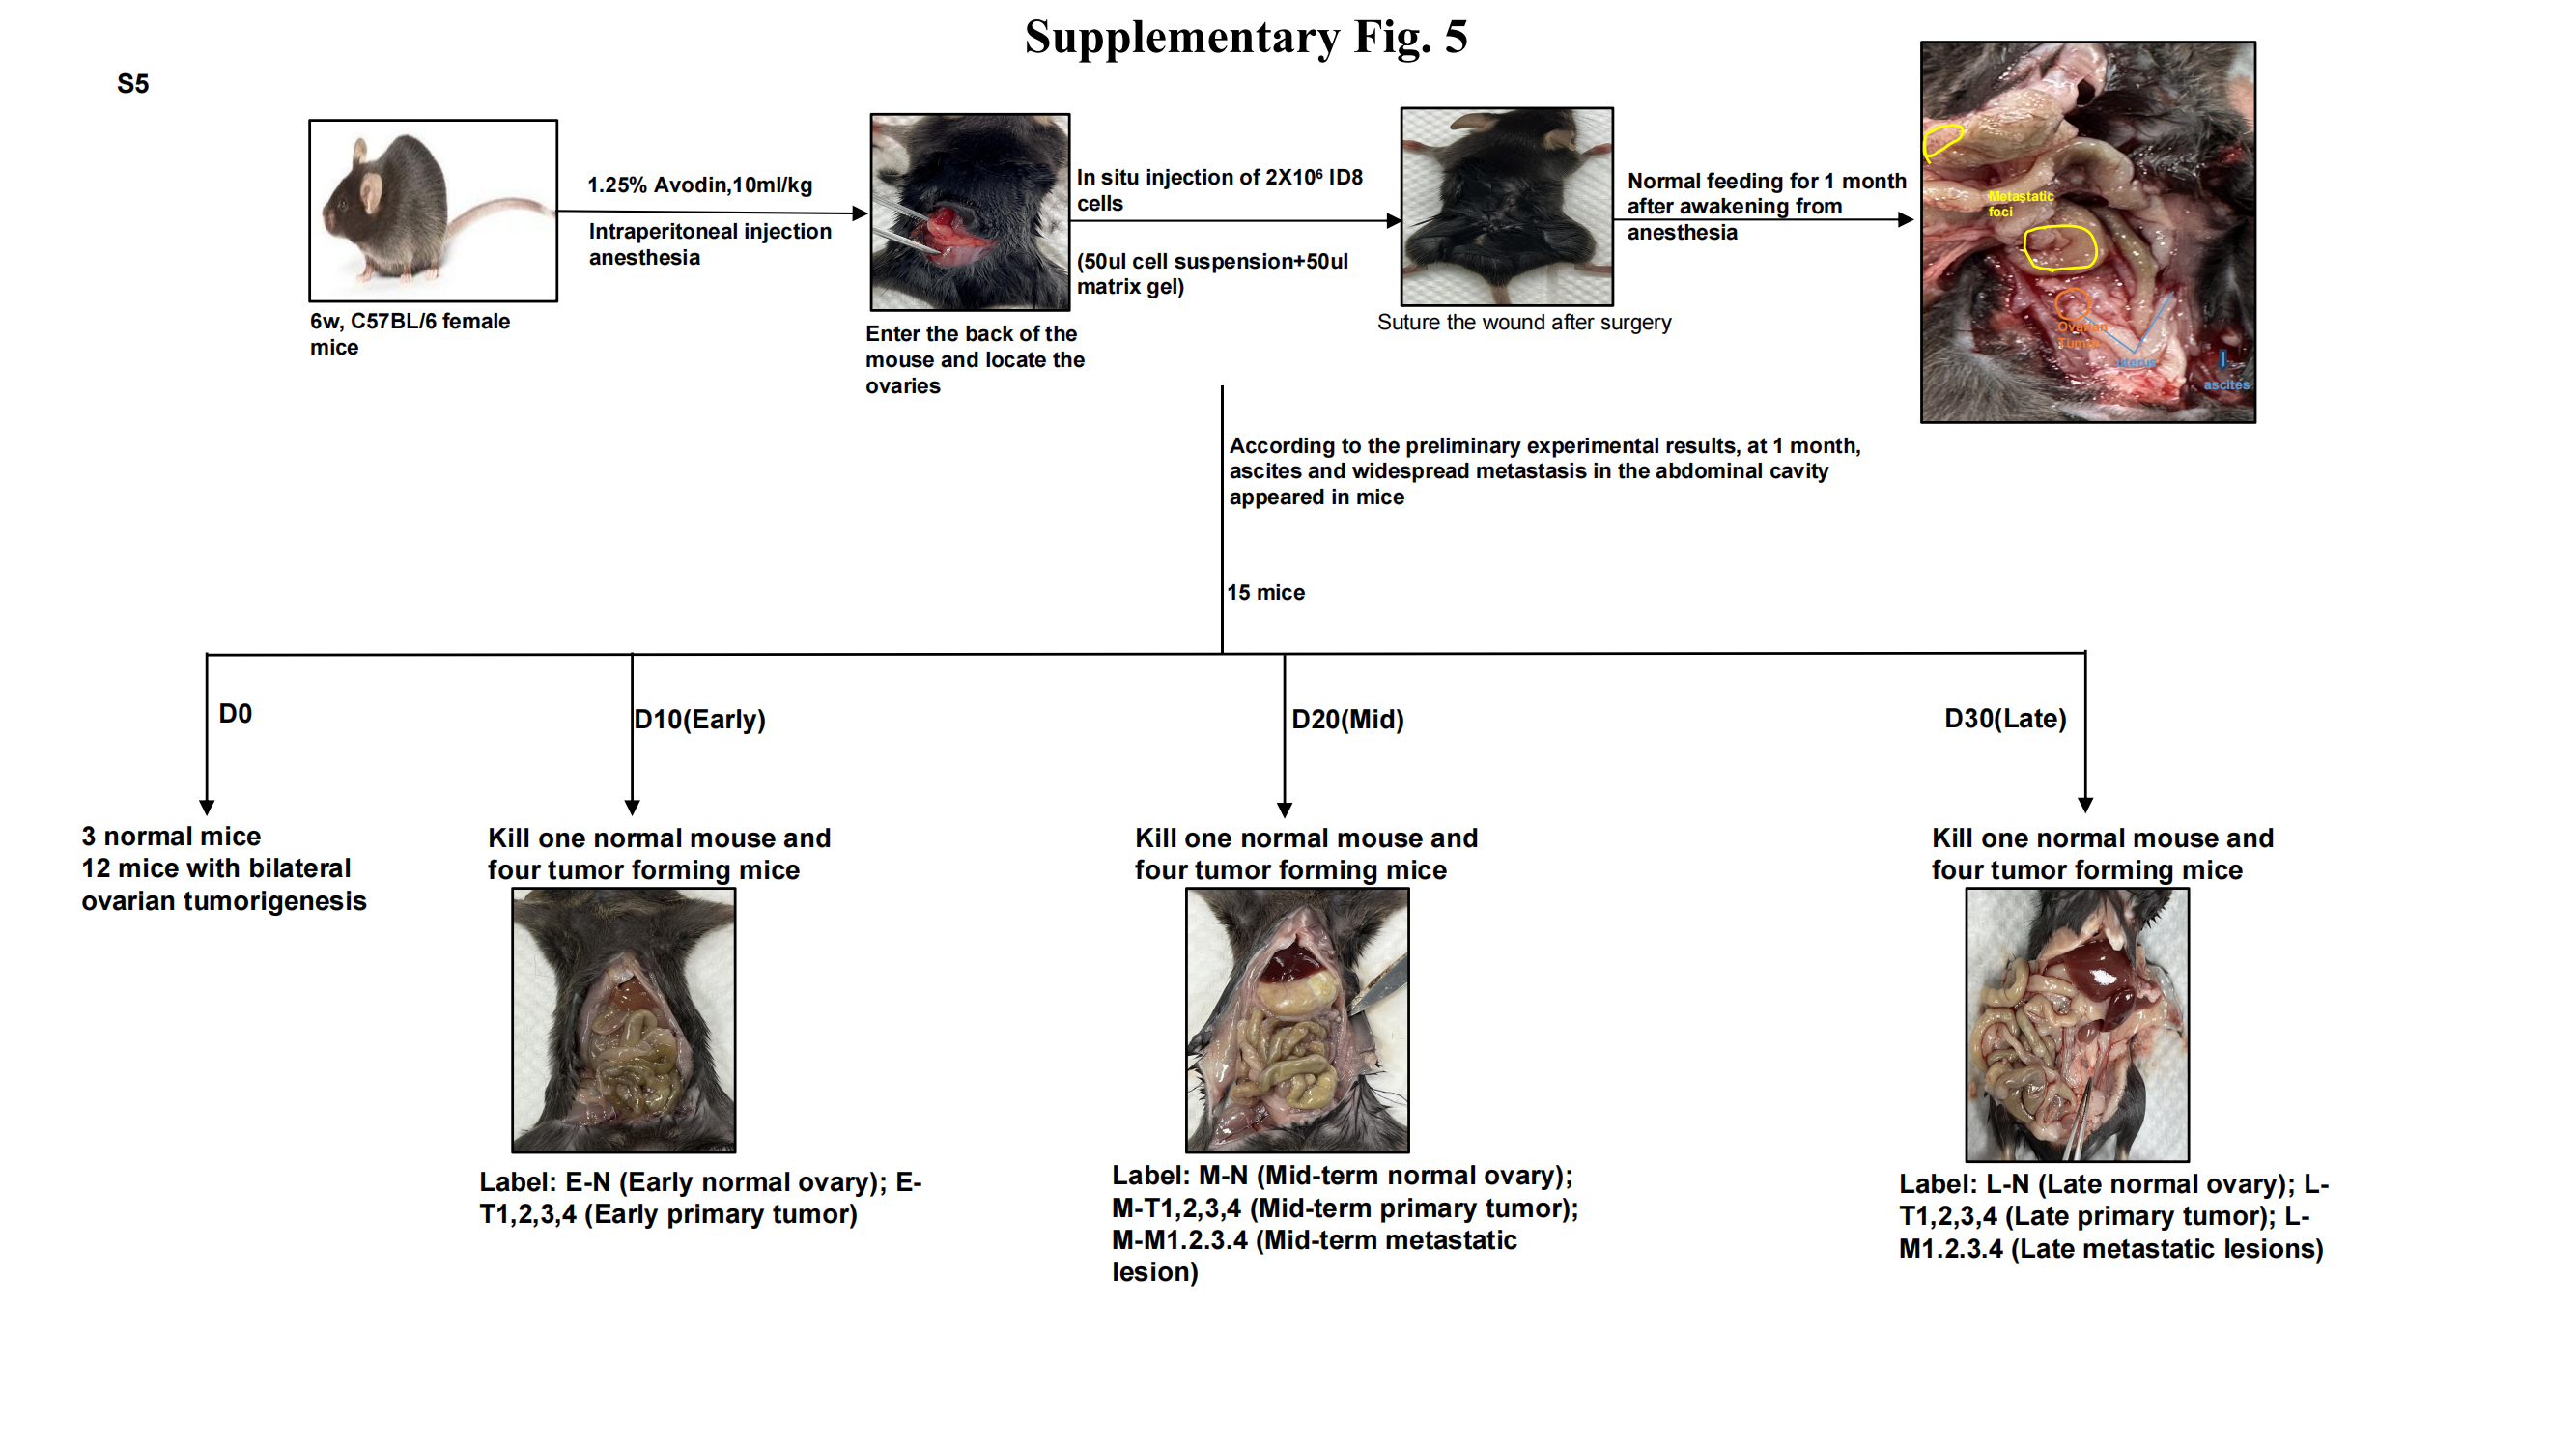
Supplementary** **Fig. 5**. Technical roadmap for the design of animal experiments.

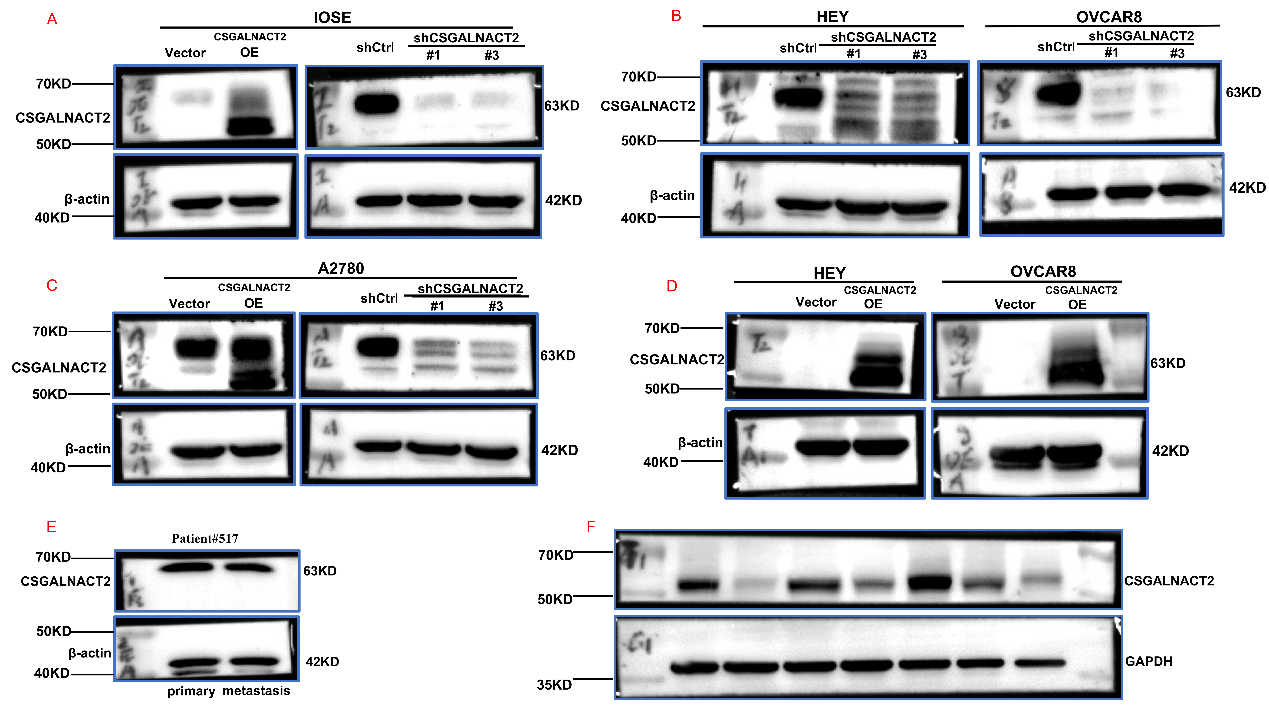

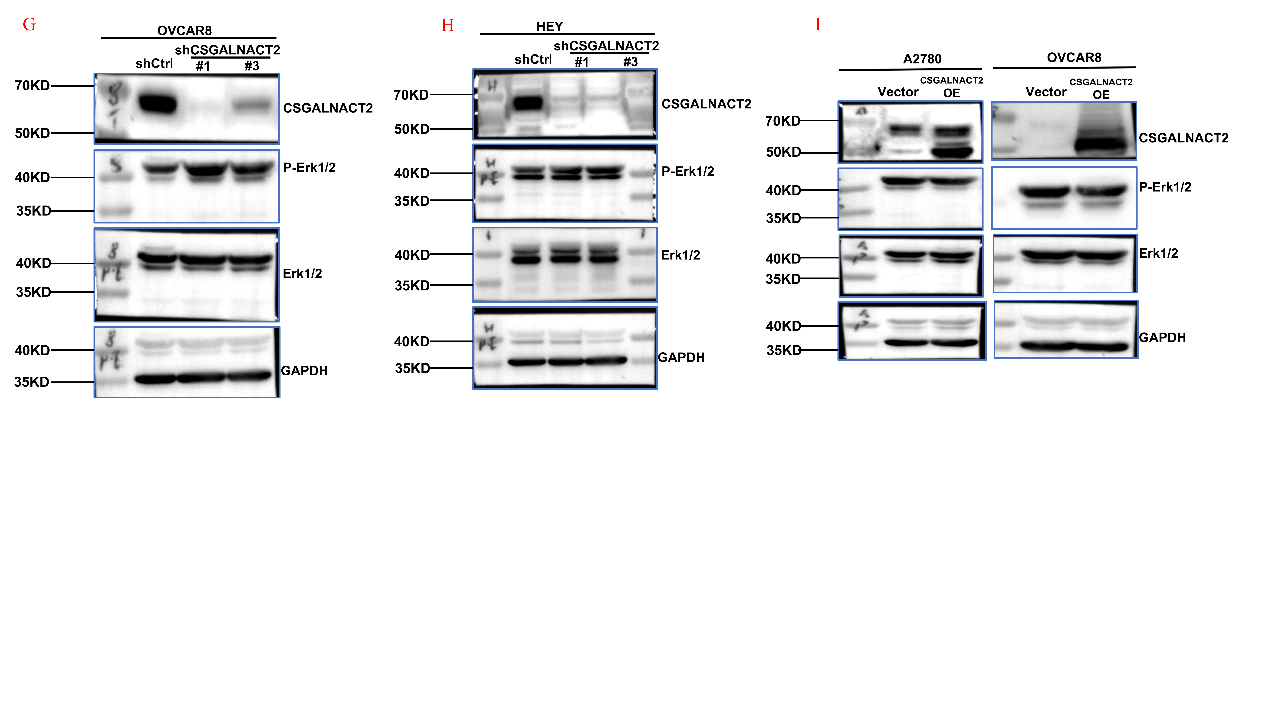

**Supplementary** **Fig. 6**. Western Blots ORIGINAL figures.

How the deposited data were processed for this re-analysis (not part of the article)

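RNA from HEY cells was sequenced in 3 libraries of Vector cells and 3 of oeCSGALNACT2 cells. The samples were assigned to the groups and replicate numbers by their labels and the article. The authors deposited a count table of whole reads per gene, not normalized, and FPKM values, which scale the reads of a gene by its length and by the size of the library. RNA samples with an RIN of at least 8.0 were made into libraries with a SMARTER mRNA kit and sequenced by Novogene, and the aligner, the counting tool and their versions are not given in the sources used here. The submitters' processing notes give the build mm10, but all 58735 genes of the deposited FPKM table have the ID, chromosome, start and end of GENCODE 29 on GRCh38, which was used for all coordinates.

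The copy of the count table used here holds 1310 genes, so the edgeR test planned for the deposited counts was replaced, as laid down before the data were examined, by limma on log2(FPKM + 1) for genes with a mean FPKM of at least 1. Reads were recovered by multiplying each FPKM value by the gene length and by 1 constant per library. They were whole within 0.01 of a read for 100% of the values above 0 and equalled the count table for all 1310 genes. The recovered reads per library ranged from 15628834 to 18186682, with a median of 16783178 in Vector and 16766963 in oeCSGALNACT2 cells. Protein-coding genes took 97.7% to 98.2% of the reads, and FN1 took the most reads of any gene in every library. In the table 12 gene symbols had been turned into dates and were restored by gene ID from a table of gene names, in which 58207 of the IDs have a symbol. Another 175 symbols belong to more than 1 ID, so genes were matched by ID.

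Vector and oeCSGALNACT2 cells were compared with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean and adjustment by Benjamini and Hochberg over the 11479 genes tested, at a threshold of 0.05. Genes were counted at an adjusted p under 0.05, at this threshold with at least a 2-fold change, and at the thresholds printed in Fig. 5A, an adjusted p of 0.01 and a log2 fold change of 2. A total of 40 gene lists were written before the data were examined, and the 39 with at least 2 tested genes were tested with camera at a preset correlation of 0.01, with adjustment over the lists, and again with an estimated correlation. Fry and fgsea 1.28.0 (10000 permutations, seed 1) were run as well, and Fisher's exact test compared the share of called genes. The paper's heat map and Supplementary Table 1 had been read when the lists were written. Which lists count as described by the paper was decided after their values had been seen.

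The genes named are those the paper names from this experiment, with CDC25A, CSGALNACT1 and MAPK3; 1 other gene of this rule is not reported here. To these were added the 10 genes that rose and the 10 that fell with the smallest p among those past the threshold with at least a 2-fold change, a mean of at least 10 reads and no overlap between the groups. In each list described, up to 4 members that passed, those with the smallest p, were named, and in lists the paper concludes on also the members in Supplementary Table 1. This rule was written before the data were examined but after the paper's own values had been read. Values at a floor use 3 reads over a group, and intervals and floors cover counting error only.

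Deviations from the group means were correlated across genes to check whether replicate numbers pair the libraries. Pearson's r was 0.810 for the libraries numbered 1, 0.631 for those numbered 2 and 0.686 for those numbered 3, so the numbers were taken to pair the libraries, a pairing that comes from the data and not from the labels or the paper. Libraries with different numbers also correlated, at 0.590 between Vector replicate 2 and oeCSGALNACT2 replicate 3 and 0.682 between Vector replicate 3 and oeCSGALNACT2 replicate 2. The data therefore do not show that replicates 2 and 3 pair by number.

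The alternatives set before the data were examined and run were a pseudocount of 0.1, all genes with any FPKM above 0, protein-coding genes only, the replicate number as a block, each of the 6 libraries left out in turn, and the other tests of gene lists. After the data were examined, edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads, with other size factors, filters on reads and the block, and limma was run on replicates 2 and 3 alone and with the GC trend of each library (lowess, span 0.3) removed. The list of chondroitin sulfate synthesis was also tested without CSGALNACT2. The gene tests were checked on simulated data, with 200 genes changed 2-fold or 4-fold before the filter on low values. In the limma comparison of 11248 simulated genes, 2.06% of the 2-fold and 52.6% of the 4-fold changes were recovered, and 16.1% of the 62 calls were unchanged genes, more than the threshold of 0.05 allows on average. On 11182 simulated genes, edgeR recovered 2.00% of the 2-fold and 59.8% of the 4-fold changes, with 3.23% of its 62 calls in unchanged genes, and DESeq2 recovered 27.0% and 87.6%, with 28.2% of its 156 calls in unchanged genes. With the block, over 11341 simulated genes with the spread within replicate numbers, 81.6% and 99.0% were recovered, and 9.28% of the 194 calls were unchanged genes. On the same 11341 genes, limma without the block recovered 0% of the 2-fold and 37.1% of the 4-fold changes. On 11168 simulated genes with the block, 6.47% of 201 calls in edgeR and 4.12% of 194 calls in DESeq2 were unchanged genes. In the limma comparison of 11248 simulated genes, a list of 40 genes raised 2-fold had p = 8.15e-33 from camera, 0.000426 with an estimated correlation, 6.75e-05 from fry, 0.000224 from fgsea on the signed statistic and 0.199 from Fisher's exact test, and a list of 40 unchanged genes had p of at least 0.398 in each. With the block, 40 unchanged genes of the 11341 had p = 0.0556 from camera, 0.283 with an estimated correlation, 0.191 from fry and 0.119 from fgsea on the signed statistic. In the same fit, 40 genes raised 2-fold had p = 1.06e-95 from camera but 0.00611 with an estimated correlation. The block leaves few residual degrees of freedom for the latter, so lists can hardly pass it after adjustment. Genes were drawn independently of each other, so the simulation cannot check the preset correlation of camera. Data were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. The qRT-PCR, blots, cell assays and tissue measurements of the paper were not analysed here.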

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

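The GC tests of replicate 1, the count of ATF4 targets lower in every pair and the comparison of tRNA genes with other mitochondrial genes were chosen after the results were seen, as were the fits on replicates 2 and 3 alone and with the GC trend removed. The GC test of replicate 1 was replaced after its outcome was seen: a first form bounded the share of the first component, which was 52.8% with the trend removed and 58.5% before and so argued against GC content, and a second form, by the side of that component on which replicate 1 lay, came out in favor of GC content as the whole cause and was dropped because replicate 1 of both groups still lay on one side of the second component. The test of mitochondrial RNA was replaced as well: a first form took the median of the tRNA genes alone, which argued against more mitochondrial RNA of every kind, and was dropped because a median gives genes of few reads the same weight as abundant ones. ATF4, MT-TN, MT-TP, MT-TC, MT-CO2 and MT-ND4L were named after their values were seen.

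Replicate 1 of both groups stood apart from replicates 2 and 3. Genes with a higher GC content in their transcripts were lower in replicate 1, with Spearman's rho across genes of -0.831 in Vector and -0.789 in oeCSGALNACT2 cells, and 61.0% of the squared difference of replicate 1 went with the GC trend of each library, which is consistent with a GC bias as part of the cause. The squared difference left was 4.90 times that expected from the spread between replicates 2 and 3, against 11.7 times before, which argues against GC content as the whole cause. Library totals were close, from 15628834 to 18186682 reads, with 16619783 in Vector replicate 1 and 16783178 in Vector replicate 3, which argues against a difference in depth. After every library was thinned to the smallest total, the first component still held 56.9% of the variance, but at such close totals thinning can change little. Genes with reads numbered 18519 and 17894 in replicate 1 of Vector and oeCSGALNACT2 cells, against 19896 to 22683 in the other libraries. The source of this was not tested. What else set replicate 1 apart stays open, since the labels give no date or batch. Of the 39 gene lists, the immediate early genes alone passed in camera, lower in replicate 1 of both groups. Their median log2 difference was -0.48 (adjusted p = 0.0391 from camera, 0.809 with an estimated correlation). No other biological explanation was tested.

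Targets of ATF4, the transcription factor of the amino acid and integrated stress response, which the paper does not discuss, had a median log2 fold change of -0.87. The list was written with the paper's heat map and Supplementary Table 1 read. It holds genes named there, among them ATF5 of the heat map, so it is not blind to the paper. Of 38 tested targets, 6 fell, among them TRIB3 (log2 fold change -2.15, adjusted p = 0.0312 from limma) and ALDH1L2 (-1.43, adjusted p = 0.0257), and ATF5 rose; 22 fell and 1 rose when adjusted over the list alone, 34 and 1 with the block, and the adjusted p was 2.31e-15 from camera, 0.0384 with an estimated correlation and 0.197 with both the block and an estimated correlation. The median was -0.92 with the GC trend removed and -0.82 in replicates 2 and 3 alone, and 37 of the 38 targets were lower in all 3 same-numbered pairs (97.4%, against 35.6% of all genes), which argues against GC content, replicate 1 and a few members as the source. Whether CSGALNACT2 overexpression lowers the ATF4 response stays open: ATF4 itself had a log2 fold change of -0.22 (adjusted p = 0.530 from limma), ATF4 protein and the phosphorylation of eIF2α, which would test it, were not analysed here, and a difference in the culture of the 2 groups was not tested. Of the 3 genes named, 2 passed in limma without Vector replicate 1, 3 without oeCSGALNACT2 replicate 1 and none without Vector replicate 2, Vector replicate 3, oeCSGALNACT2 replicate 2 or oeCSGALNACT2 replicate 3, with adjusted p up to 0.199.

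MT-TV, the mitochondrial valine tRNA gene, which lies between the ribosomal RNA genes from 1602 to 1670 of the mitochondrial genome, had a log2 fold change of 5.54 (adjusted p = 0.00879 from limma), with 0, 2 and 0 reads in the Vector and 99, 74 and 57 reads in the oeCSGALNACT2 libraries, a ratio of 116 (95% exact binomial interval 31.8 to 967, counting error only). Of the 20 mitochondrial tRNA genes with at least 10 reads, 18 were higher in oeCSGALNACT2 cells, with a median log2 ratio of 2.16, while their summed reads were 4318 and 6442, a log2 ratio of 0.59 relative to the library totals, most of them in MT-TN (1874 and 1626 reads), MT-TP (1093 and 1035 reads) and MT-TC (920 and 1603 reads). The other 15 mitochondrial genes had a median of 0.62 (SD 0.53) and lay between -0.02 and 1.70, so the median of the tRNA genes lay above this range and their sum within it. Among these 15, MT-CO2 and MT-ND4L had ratios of 0.988 and 0.997, so not every mitochondrial RNA rose. The sum rests mostly on MT-TN, MT-TP and MT-TC, while the median weighs genes of few reads alike. Whether the tRNA genes rose beyond the other mitochondrial genes therefore stays open. The median fold change of the tRNA genes was 2.19 with the GC trend removed against 2.00 before, which argues against GC content, while unprocessed precursor RNA, reads shared with nuclear copies and a different recovery of short RNA were not tested and stay open. MT-TV passed in limma without Vector replicate 1, Vector replicate 2 or oeCSGALNACT2 replicate 1 and lost the call without Vector replicate 3, oeCSGALNACT2 replicate 2 or oeCSGALNACT2 replicate 3, with adjusted p up to 0.0706.

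The remaining results are in single genes that the paper does not discuss and in gene groups it does not name, although these groups hold genes of its heat map. Targets of the glucocorticoid receptor, among them TXNIP, DUSP1, KLF9 and ERRFI1, which the paper's heat map holds, had a median of -0.88, with 7 of 19 fallen and none risen (10 and 1 when adjusted over the list alone, 13 and 1 with the block; adjusted p = 2.51e-08 from camera, 0.0307 with an estimated correlation). Targets of cAMP and CREB had a median of -0.62, with 4 of 16 fallen (STC1, DUSP1, PDE4D and CREB5) and none risen (9 and none when adjusted over the list alone, 11 and 1 with the block; adjusted p = 4.27e-07 from camera, 0.0366 with an estimated correlation). STC1, DUSP1 and PDE4D are in the heat map too. The study chose its heat map genes on these libraries, and both lists were written with the heat map read. Neither list is therefore independent of the paper's result. With both the block and an estimated correlation, the adjusted p of these lists was 0.338 and 0.322. The long noncoding RNA AC006058.1 on chromosome 3 (44117299 to 44122365) rose from 1.12 to 8.94 FPKM, a log2 fold change of 2.23 (adjusted p = 0.00605 from limma). The long noncoding RNA CR392039.3 on chromosome 21 (8996496 to 9018670) had 4 reads in Vector and 144 in oeCSGALNACT2 cells, a log2 fold change of 3.30 (adjusted p = 0.0106 from limma). MT-ND1, a subunit of complex I, rose from 509 to 1620 FPKM, a log2 fold change of 1.68 (adjusted p = 0.0117 from limma). AC005326.1, a processed pseudogene inside ASNS on chromosome 7 (97870167 to 97870289), had 66 reads in Vector and 0 in oeCSGALNACT2 cells, at least 21.7-fold lower against a floor of 3 reads over the group (13.9-fold without oeCSGALNACT2 replicate 3), with a fitted log2 fold change of -3.48 (adjusted p = 0.00332 from limma) that is no bound. Of these 4 genes, all passed in limma without Vector replicate 1 and without oeCSGALNACT2 replicate 1, 2 without Vector replicate 3, and AC005326.1 alone without Vector replicate 2, oeCSGALNACT2 replicate 2 or oeCSGALNACT2 replicate 3, with adjusted p up to 0.124.

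The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05, so the splits cannot tell whether the counts arise by chance. The real split was the highest in each case, 1 of 10, with 155 genes at an adjusted p under 0.05 against 0 in the highest of the others, 141 against 0 with at least a 2-fold change, 13 against 0 at the thresholds of Fig. 5A and 22 gene lists against 18. With the block, the real split gave 5017 genes, 1 of the 4 splits that part every same-numbered pair, and the highest of the others gave 0.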

How the results depend on the processing

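The fits on recovered reads, on replicates 2 and 3 and with the GC trend removed, the block with an estimated correlation camera on recovered reads and the chondroitin list without CSGALNACT2 were chosen after the data were examined. The count-based alternatives set for the deposited counts were not run on them, because the copy used here holds 1310 genes; they were run on the recovered reads, and the block and the left-out libraries in limma. The causes of the changes below were not tested.

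Counts are given at an adjusted p under 0.05, with at least a 2-fold change, and at the thresholds of Fig. 5A, where limma gave 155, 141 and 13. Over all genes with any FPKM above 0 they were 31, 30 and 4. With the replicate block they were 5017, 456 and 44, with replicates 2 and 3 alone 4863, 520 and 55, and with the GC trend removed and the block 4890, 442 and 45. Without 1 library they ranged from 5 to 170, from 5 to 169 and from 0 to 5 (without Vector replicate 1, 76, 74 and 5; without oeCSGALNACT2 replicate 1, 170, 169 and 2). On recovered reads they were 365, 357 and 64 in edgeR with at least 1 read, 90, 90 and 8 with robust dispersion and 6058, 1220 and 155 with the block, and 1156, 737 and 147 in DESeq2, 731, 616 and 131 with at least 1 read and 5451, 1218 and 198 with the block. The 141 genes were all among the 456 of the block, 138 among those of replicates 2 and 3 and 137 among the 616 of DESeq2. The median log2 fold change of all genes stayed between -0.02 and 0.03.

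Of 96 named genes tested, 63 passed in limma. The block and DESeq2 kept all 63 and added 31, edgeR kept 59, all but AC005326.1, NSDHL, SLC2A3 and CTGF, and all genes with any FPKM above 0 kept 27. Without Vector replicates 1, 2 and 3, 42, 5 and 6 were kept, and without oeCSGALNACT2 replicates 1, 2 and 3, 54, 4 and 4. No named gene or list turned its direction past the threshold.

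Of the 39 lists, 22 passed in camera, 7 with an estimated correlation and 0 with the replicate block and an estimated correlation, against 19 to 23 without 1 library, 23 with fry and 21 and 25 with fgsea. The adjusted p of the MAPK pathway list, 0.143, was 0.0286 over all genes with any FPKM above 0, 0.0300 from fgsea on the log2 fold change and 0.00797 on the signed statistic, and that of the G1/S list was 0.197 with the replicate block and an estimated correlation. The block changed the call of the integrins in camera, which did not pass with the block and an estimated correlation (0.367), and of no other of the 39 lists. RASSF6, with 31 and 0 reads over the groups, lay below the filter.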

Differences from the paper's values

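The fits on recovered reads named here were chosen after the values were seen. The paper's statistics section takes a p under 0.05 as significant in all analyses, and its text names no fold change or adjustment for its counts of changed genes, for which the legend printed in Fig. 5A gives thresholds. The paper reports 273 up-regulated and 343 down-regulated genes. In limma, 53 were up-regulated and 88 down-regulated at an adjusted p at or under 0.05 and at least a 2-fold change, and 5 and 8 at the thresholds of Fig. 5A. Of the 10 alternatives set before the data were examined, the replicate block gave 217 and 239 at 2-fold, within 1.5 times of the paper's counts, and the other 9 lay further away; at the thresholds of Fig. 5A all 10 did, with 0 to 19 up-regulated and 0 to 25 down-regulated genes. DESeq2 on the recovered reads of genes with at least 1 read, chosen after seeing the values as 1 of 23 settings at 3 sets of thresholds, gave exactly 273 and 343 at 2-fold and an adjusted p of 0.05, and called all of the paper's 106 genes of Supplementary Table 1 and 20 genes of the heat map, dropping 0 of them. This is a setting under which the values match and not the paper's stated method. On simulated data with the spread within groups, DESeq2 with edgeR's filter on reads made 28.2% of its 156 calls in unchanged genes. With the block and the spread within replicate numbers, the share was 4.12% of 194 calls. Neither run used the filter or the 2-fold threshold of the matching setting, so the share in that setting is not known.

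Supplementary Table 1 lists the paper's 21 genes under the MAPK signaling pathway, 18 under Lipid and atherosclerosis and 18 under Cell cycle, of which 7, 7 and 8 passed in limma. With the replicate block 18, 14 and 17 passed, within 1.5 times of the paper's, and in the other 9 alternatives set before the data were examined fewer did. Of the settings chosen after seeing the values, DESeq2 on recovered reads with at least 1 read called 21, 18 and 18. DESeq2 with edgeR's filter on reads, without and with the block, and edgeR with the block called 21, 17 and 18 each. The edgeR fit with at least 1 read called 19, 12 and 15, and replicates 2 and 3 alone and the GC trend removed with the block called 18, 14 and 17 each.

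The paper's normalized enrichment score of the MAPK signaling pathway is about -1.6 in Fig. 5H, read by eye, and that of the list used here, which holds other genes, was -1.51 on the signed statistic, -1.36 on the log2 fold change and -1.52 with the replicate block; both of these alternatives, set before the data were examined, also differed.

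The paper names RASSF6 among the down-regulated genes and also reports its fall by qRT-PCR, in IOSE cells and in the HEY, OVCAR8 and A2780 lines. The qRT-PCR was not analysed here. In the RNA-seq data RASSF6 lay below the filter in limma, had adjusted p = 0.541 in limma over all genes with any FPKM above 0 and 0.116 in edgeR with at least 1 read, and passed in DESeq2 with at least 1 read, chosen after seeing the values (log2 fold change -5.83, adjusted p = 0.0343). The limma value is on log2(FPKM + 1), which understates changes at such low FPKM.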

Other observations

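The edgeR and DESeq2 fits on recovered reads were chosen after the data were examined, and CD14, TIE1, CDH5, FAP, ENO2, KRT8 and THBD were named after their values were seen. DESeq2 values in this section are from the fit of genes with at least 1 read.

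Of 13 tested genes encoded in the mitochondrial genome, MT-ND1 and MT-ND2, subunits of complex I, rose, MT-ND2 from 851 to 2431 FPKM (log2 fold change 1.54, adjusted p = 0.0265 from limma), and none fell (8 and none when adjusted over the list alone, 9 and none with the block). The median was 0.61 (adjusted p = 2.18e-07 from camera), with adjusted p = 0.180 with an estimated correlation. ARRDC3, an arrestin domain protein related to TXNIP, fell from 10.5 to 2.95 FPKM (log2 fold change -1.50, adjusted p = 0.0488 from limma). Of 6 tested genes induced by carbohydrates, TXNIP and ARRDC3 fell and none rose (4 and none when adjusted over the list alone, 4 and none with the block), with adjusted p = 0.000286 from camera and 0.0699 with an estimated correlation. CDC25A, a phosphatase that activates cyclin-dependent kinases and that the paper uses as a marker of proliferation, rose from 2.81 ± 0.534 to 9.54 ± 0.943 FPKM (SD, n = 3 libraries each). Its log2 fold change was 1.47 (adjusted p = 0.0236 from limma). The paper measured CDC25A by qRT-PCR in HEY and OVCAR8 cells with CSGALNACT2 overexpressed or knocked down. From this and its growth assays, the paper reports no significant change in proliferation. Those measurements were not analysed here. Of MT-ND2, ARRDC3 and CDC25A, 2 passed in limma without Vector replicate 1, 1 without oeCSGALNACT2 replicate 1 and none without Vector replicate 2, Vector replicate 3, oeCSGALNACT2 replicate 2 or oeCSGALNACT2 replicate 3, with adjusted p up to 0.228.

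None of 76 tested genes of ribosomal proteins passed in limma, edgeR or DESeq2 (8 lower at an unadjusted p under 0.05 in limma, none when adjusted over the list alone), and 41 fell with the block. Their median was -0.30 (adjusted p = 2.40e-06 from camera), with adjusted p = 0.30 with an estimated correlation and 0.0676 from fry. None of 20 tested targets of NF-kappaB passed in limma or edgeR (7 at an unadjusted p under 0.05 in limma, none when adjusted over the list alone, 1 in DESeq2), and 12 fell and 2 rose with the block; the list ranked lower as a set (adjusted p = 0.0127 from camera), with adjusted p = 0.278 with an estimated correlation, 0.0687 from fry, 0.0559 without Vector replicate 3 and 0.216 without oeCSGALNACT2 replicate 1. None of 20 tested interferon response genes passed in limma, edgeR or DESeq2 (3 at an unadjusted p under 0.05 in limma, none when adjusted over the list alone), and 6 rose and 2 fell with the block (adjusted p = 0.175 from camera). None of 11 tested genes of heparan sulfate synthesis passed in limma or edgeR (1 at an unadjusted p under 0.05 in limma, none when adjusted over the list alone, 1 in DESeq2), and 3 rose and 3 fell with the block. Their median was -0.10 and their mean 0.07, and the adjusted p from camera was 0.831. None of 15 tested genes of proteoglycan core proteins passed in limma or edgeR (5 at an unadjusted p under 0.05 in limma, 1 in DESeq2, and THBD fell when adjusted over the list alone), and 5 rose and 5 fell with the block (adjusted p = 0.406 from camera, 0.049 over all genes with any FPKM above 0). None of 16 tested housekeeping genes passed in limma, edgeR or DESeq2 (2 at an unadjusted p under 0.05 in limma, none when adjusted over the list alone), and 3 rose and 3 fell with the block (adjusted p = 0.842 from camera).

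Of the markers of cell types, 8 of ovarian epithelium were tested and none passed in limma or edgeR (3 at an unadjusted p under 0.05 in limma, 1 in DESeq2), and 5 rose with the block. They ranked higher as a set (adjusted p = 0.0156 from camera), with adjusted p = 0.379 with an estimated correlation, 0.0775 without Vector replicate 1, 0.143 from fry and 0.0574 from fgsea on the signed statistic. None of 14 immune markers reached the filter, with the highest mean at 0.335 FPKM for CD14 in Vector cells. Of the markers of fibroblasts, endothelium and HEK293 cells, 2, 2 and 3 were tested and none passed in limma or edgeR (1, 1 and 0 at an unadjusted p under 0.05 in limma, and 0, 1 and 0 in DESeq2), with adjusted p of 0.192, 0.170 and 0.401 from camera. Fry gave adjusted p = 0.00504 for the fibroblast markers, and fgsea 0.0169 on the signed statistic and 0.0225 on the log2 fold change for the endothelial markers. When adjusted over the list alone, KRT8 of the ovarian epithelial and FAP of the fibroblast markers rose, CDH5 of the endothelial markers fell and no HEK293 marker passed. With the block, FAP rose (adjusted p = 0.00443 from limma), and CDH5 and ENO2 of the HEK293 markers fell (adjusted p = 0.000409 and 0.034). CDH5, which encodes VE-cadherin, stood at 26.2 FPKM in Vector and 8.50 FPKM in oeCSGALNACT2 cells (log2 fold change -1.52, adjusted p = 0.0517 from limma, 6.89e-05 from DESeq2, lower in all 3 same-numbered pairs), FAP at 1.33 and 3.14 FPKM, ENO2 at 8.98 and 7.38 FPKM and endothelial TIE1 at 59.6 and 62.7 FPKM.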
